# Mouse genome-wide association and systems genetics identifies *Lhfp* as a regulator of bone mass

**DOI:** 10.1371/journal.pgen.1008123

**Published:** 2019-05-01

**Authors:** Larry D. Mesner, Gina M. Calabrese, Basel Al-Barghouthi, Daniel M. Gatti, John P. Sundberg, Gary A. Churchill, Dana. A. Godfrey, Cheryl L. Ackert-Bicknell, Charles R. Farber

## Abstract

Bone mineral density (BMD) is a strong predictor of osteoporotic fracture. It is also one of the most heritable disease-associated quantitative traits. As a result, there has been considerable effort focused on dissecting its genetic basis. Here, we performed a genome-wide association study (GWAS) in a panel of inbred strains to identify associations influencing BMD. This analysis identified a significant (P = 3.1 x 10^−12^) BMD locus on Chromosome 3@52.5 Mbp that replicated in two separate inbred strain panels and overlapped a BMD quantitative trait locus (QTL) previously identified in a F2 intercross. The association mapped to a 300 Kbp region containing four genes; *Gm2447*, *Gm20750*, *Cog6*, and *Lhfp*. Further analysis found that Lipoma HMGIC Fusion Partner (*Lhfp*) was highly expressed in bone and osteoblasts. Furthermore, its expression was regulated by a local expression QTL (eQTL), which overlapped the BMD association. A co-expression network analysis revealed that *Lhfp* was strongly connected to genes involved in osteoblast differentiation. To directly evaluate its role in bone, *Lhfp* deficient mice (*Lhfp*^*-/-*^) were created using CRISPR/Cas9. Consistent with genetic and network predictions, bone marrow stromal cells (BMSCs) from *Lhfp*^*-/-*^ mice displayed increased osteogenic differentiation. *Lhfp*^*-/-*^ mice also had elevated BMD due to increased cortical bone mass. Lastly, we identified SNPs in human *LHFP* that were associated (P = 1.2 x 10^−5^) with heel BMD. In conclusion, we used GWAS and systems genetics to identify *Lhfp* as a regulator of osteoblast activity and bone mass.

## Author summary

Osteoporosis is a common, chronic disease characterized by low bone mineral density (BMD) that puts millions of Americans at high risk of fracture. Variation in BMD in the general population is, in large part, determined by genetic factors. To identify novel genes influencing BMD, we performed a genome-wide association study in a panel of inbred mouse strains. We identified a locus on Chromosome 3 strongly associated with BMD. Using a combination of systems genetics approaches, we connected the expression of the *Lhfp* gene with BMD-associated genetic variants and predicted it influenced BMD by altering the activity of bone-forming osteoblasts. Using mice deficient in *Lhfp*, we demonstrated that *Lhfp* negatively regulates bone formation and BMD. These data suggest that inhibiting *Lhfp* may represent a novel therapeutic strategy to increase BMD and decrease the risk of fracture.

## Introduction

It is currently estimated that half of all Americans over the age of 50 already have or are at high risk of developing osteoporosis [1]. Bone mineral density (BMD) is used clinically to diagnose osteoporosis and beyond age, it is the single strongest predictor of the risk of fracture [2]. BMD is also one of the most heritable disease-associated quantitative traits with studies demonstrating that up to 80% of the variance in peak bone mass is heritable [3–6]. Consistent with its high heritability, genome-wide association studies (GWASs) in humans have identified hundreds of loci for BMD [7–9]. However, only a small fraction of the variance in BMD can be collectively explained by these loci, suggesting that BMD is influenced by a large number of small effect size loci [10]. As a result, there remains much to be discovered regarding the genetics of bone mass and genetic mapping efforts using mouse models is a complementary approach to identify novel regulators of bone mass [11–13].

Historically, linkage analyses in intercrosses, backcrosses, and recombinant inbred strain panels were the mainstay of mouse genetics [14]. These approaches were used to identify dozens of quantitative trait loci (QTL) for BMD and other bone traits [15,16]. However, identifying causative genes underlying QTL proved challenging [17]. Over the last decade, gene mapping approaches have transitioned from low-resolution linkage mapping to high-resolution GWASs [11]. The first GWASs in mice used panels of inbred mouse strains [18–21] and by leveraging accumulated recombinations, this approach significantly increased mapping resolution [19]. However, the approach was limited by population structure and low statistical power, due to the complicated breeding histories of inbred mouse strains and the small number of easily accessible and appropriate inbred strains (N typically < 30), respectively. Later studies demonstrated that these issues could be partly addressed by accounting for population structure and leveraging information from linkage-based QTL studies [22,23]. Given the significant amount of existing phenotypic and genotypic data on inbred strain panels [24], this approach is potentially a cost-effective strategy to identify novel regulators of complex traits.

High-resolution mapping approaches have significantly increased our ability to identify narrow regions of the genome harboring trait associated genetic variants. It is still, however, a challenge to identify causal genes and several approaches have been developed that can assist in bridging this gap. Specifically, systems genetics approaches involving the integration of other types of “-omics” data have proven useful [25]. Two systems genetics approaches for informing GWAS are expression quantitative trait loci (eQTL) discovery and co-expression network analysis [26]. EQTL discovery allows one to link variants associated with a trait, such as BMD, to changes in gene expression which leads to the hypothesis that the change in gene expression is causal for the change in phenotype. EQTL studies have been tremendously successful in identifying target genes downstream of genome-wide significant variants (as examples; [27,28]). However, in many cases the identified target genes have no known connection to the phenotype under investigation. It has been shown that co-expressed genes often operate in the same pathway or are functionally related [29]. Therefore, by using co-expression networks, which cluster genes based on patterns of co-expression across a series of perturbations [30], it is possible to develop hypotheses as to the function of a novel gene. When a locus has been resolved down to a small number of genes using genetic methods, unknown or poorly characterized genes can be ranked as the most likely candidate based on their function predicted from a co-expression network generated in a disease relevant tissue or cell-type [12,31].

Here, we used GWAS in an inbred strain panel to identify two chromosomal regions harboring variants influencing BMD. One of the associations, located on Chromosome (Chr.) 3, affected BMD in both sexes and was replicated in two separate inbred strain panels and an F2 intercross. This locus mapped to a 300 Kbp interval (NCBI37/mm9; Chr3:52.5–52.8 Mbp) encompassing four genes, *Gm2447*, *Gm20750*, *Cog6*, and *Lhfp*. An eQTL analysis and examination of a bone co-expression network suggested that *Lhfp* was a causal gene at this locus. The analysis of BMD, and other bone parameters, in *Lhfp* mutant mice supported this hypothesis. Additionally, SNPs within human *LHFP* were associated with heel BMD. Thus, we have used GWAS and systems genetics to identify *Lhfp* as a novel regulator of bone mass.

## Results

### Identification of genome-wide associations for BMD

We performed a GWAS for total body BMD in 26 classical (non wild-derived) inbred strains at 12 months of age fed a chow diet. Genome scans were performed separately for each sex using the Efficient Mixed Model Algorithm (EMMA) to account for population stratification (**S1 and S2 Files**). In female mice, a significant (permutation determined threshold of -log10(P)>6) association was identified on Chromosome (Chr.) 3 and, in males, significant (permutation determined threshold of -log10(P)>5.9) loci were identified on Chrs. 2 and 3 (**Fig 1**).

**Fig 1:**
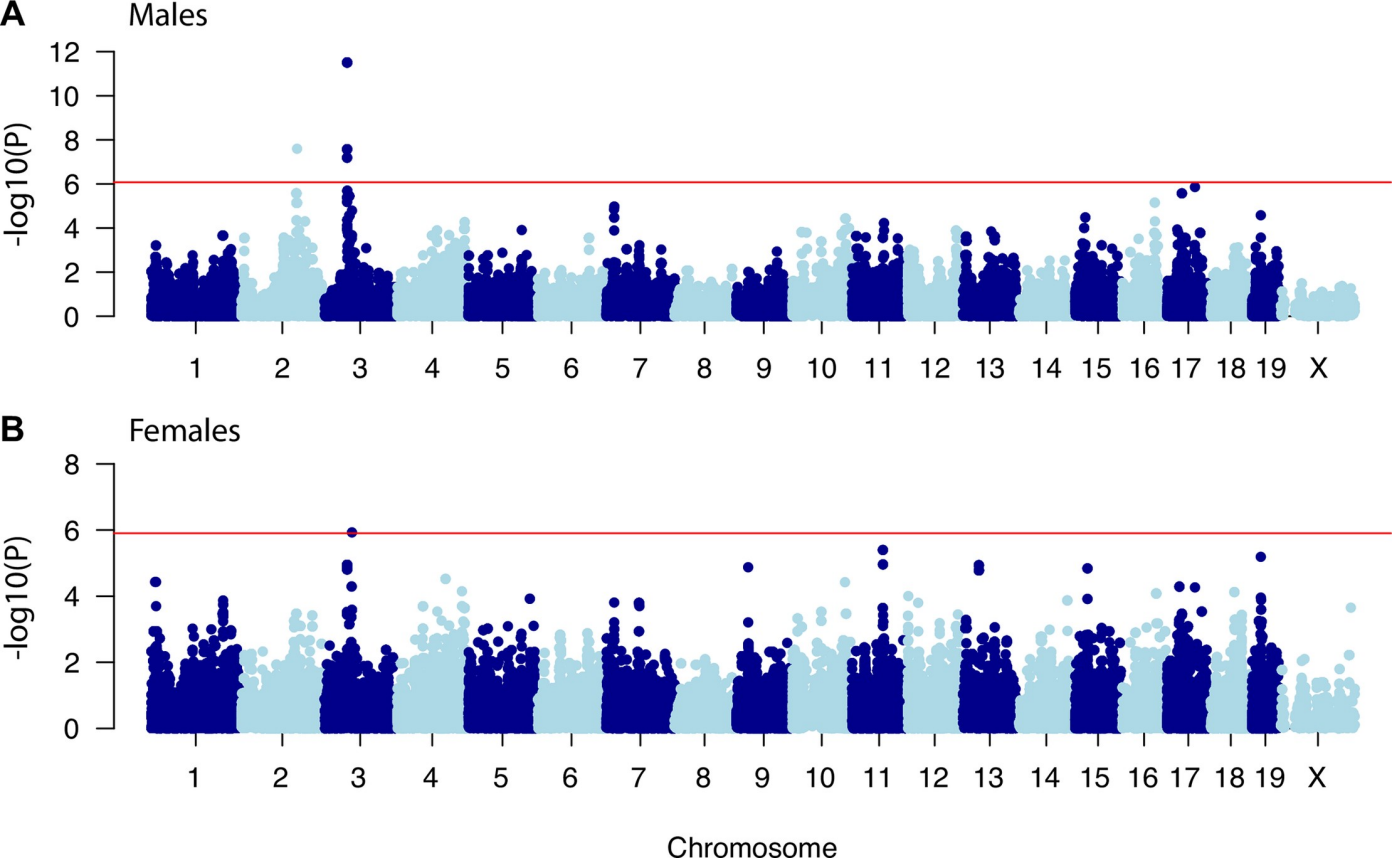
Manhattan plot for BMD GWAS in the “Ackert” inbred strain panel. A) GWAS results in male mice. B) GWAS results in female mice. Data from 27 classical inbred strains was used in the GWAS.

### Replication of the Chr. 3 association

Given our goal of identifying novel genes influencing BMD, we selected the Chr. 3 locus for further investigation. This locus was chosen because it was the most significant and the only one identified in both sexes (**Fig 1**). However, upon closer inspection, Chr. 3 harbored two associations, with peaks at 52.5 and 63.3 Mbp. In males, the 52.5 Mbp peak was the most significant (-log10(P) = 11.5), whereas in females the 63.3 Mbp peak was the most significant (-log10(P) = 5.9). The lead SNPs at both peaks were in moderate linkage disequilibrium (r^2^ = 0.46), making it unclear if they represented independent loci. We performed conditional analyses in males and in both cases each peak still exceeded chromosome-wise significance (-log10(P)>2.9) after controlling for the other, suggesting they represent independent loci.

We next sought to identify independent datasets supporting the validity of the Chr. 3 associations. There were 17 lead SNPs (the B6 reference allele was the minor allele at all SNPs with a frequency of 0.42), with the exact same strain distribution pattern (SDP) (**S3 File**), at the Chr.3@52.5 Mbp association. All 16 were polymorphic between B6 and C3H. We previously identified a QTL, *Bmd40*, affecting femoral BMD on Chr. 3 in 32 week-old mice from a C57BL/6J (B6) x C3H/HeJ (C3H) (BXH) F2 intercross fed a high-fat diet [16]. The peak of *Bmd40* overlaps both associations (**Fig 2A**). We also identified two sets of inbred strains with BMD measurements (the “Naggert” and “Tordoff” studies; data available from the Mouse Phenome Database [32] (https://phenome.jax.org/)) that were large enough (N strains > 25) to attempt to replicate the associations. In both “Naggert” and “Tordoff” panels, the strains used largely overlapped, but they did represent independent measures of BMD at different ages and conditions (Naggert—15–17 wks old, high-fat diet; Tordoff—14–18 weeks, chow diet). In both strain sets the exact same sets of SNPs at 52.5 Mbp reached chromosome-wide significance (-log10(P)>2.9) in both sexes (Naggert males -logP = 3.03, Naggert females -logP = 3.09, Tordoff males -log10P = 7.73, and Tordoff females -log10P = 5.17) (**Fig 2B–2E**). The association at 63.3 Mbp replicated in the Tordoff cohort (male -log10P = 3.18 and female -log10P = 2.92), but not in the Naggert cohort (male -log10P = 1.15 and female -log10P = 1.09) (**Fig 2B–2E)**. These data provide additional support for the BMD association at 52.5 Mbp. Importantly, in all three inbred strain panels (“Ackert”, “Naggert” and “Tordoff”) and the BXH F2 intercross, reference (B6) alleles were associated with increased BMD relative to non-reference (C3H) alleles (**Fig 2F–2I**). Together, these data, from independent sources, are consistent with the hypothesis that a variant(s) in proximity of 52.5 Mbp on Chr. 3 influences BMD.

**Fig 2:**
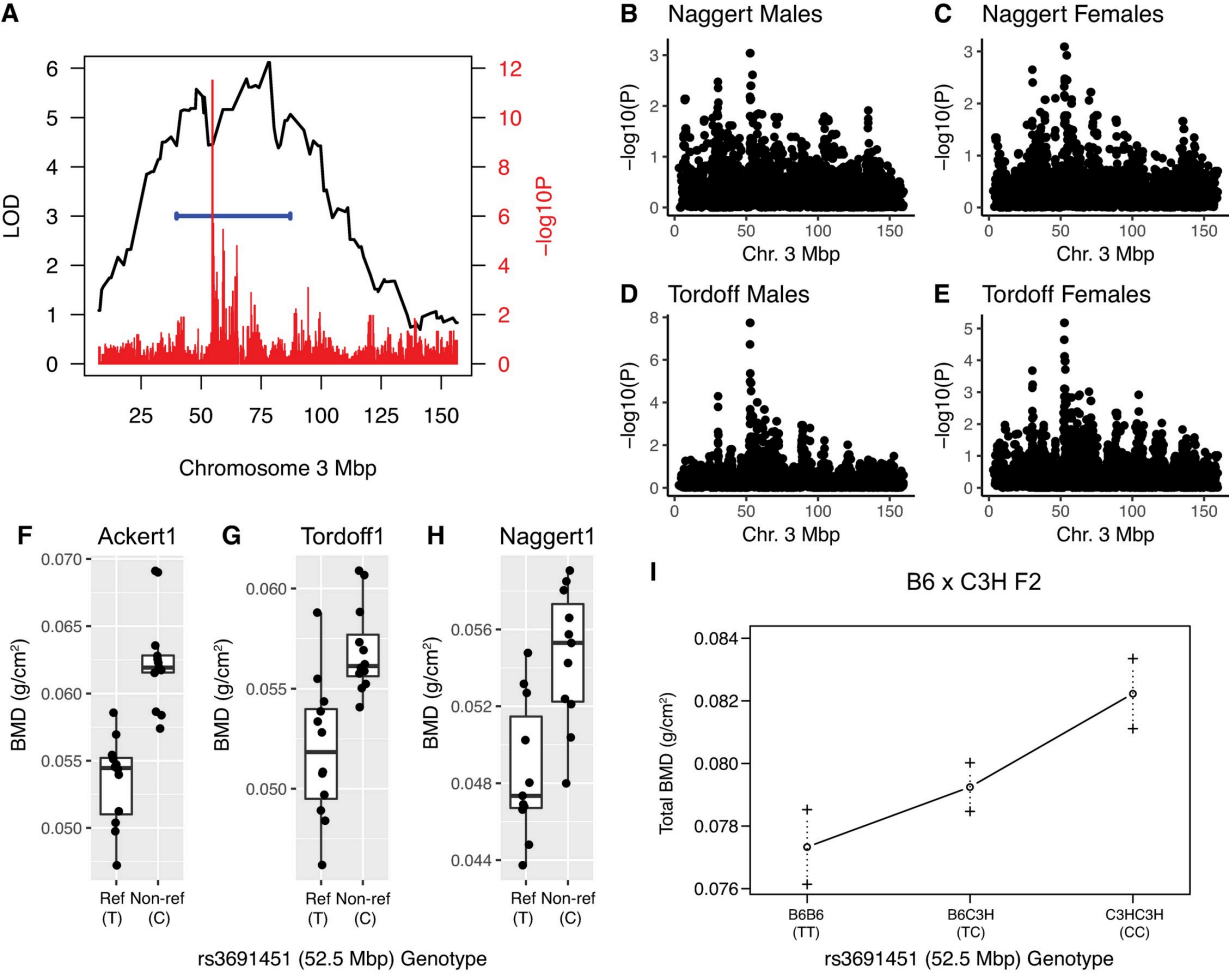
Replication of BMD association on Chr. 3@52.5 Mbp in both sexes in multiple independent populations. A) *Bmd40*, a QTL impacting BMD in an F2 cross between C57BL/6J and C3H/HeJ, overlaps the Chr. 3 association at 52.5 Mbp. Replication of the Chr. 3 association at 52.5 Mbp in the “Naggert” (N = 31), males (B) and females (C), and “Tordoff” (N = 30), males (D) and females (E), inbred strain panels. Chromosome-wide significance was -logP>2.9 in both strain sets. Non-ref (C3H/HeJ) alleles of associated SNPs increase BMD in the “Ackert” (F), “Tordoff1” (G), and “Naggert1” (H) strain panels and the BXH F2 intercross (I).

### The Chr. 3 association implicates a 300 Kbp interval encompassing four transcripts

The set of SNPs that were the most significantly associated with BMD spanned a 300 Kbp interval from 52.5 to 52.8 Mbp (**Fig 3A and 3B**). This region contained four RefSeq transcripts: *Gm2447*, *Gm20750*, *Cog6*, and the 5’ end of *Lhfp*. 

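In the deposited tables, whose coordinates are those of GRCm38, *Gm2447* is listed on the plus strand of Chr. 3 from 52739716 to 52776656 and *Gm20750* on the minus strand from 52906756 to 52927666. *Cog6* is listed on the minus strand from 52981875 to 53017237, and *Lhfp* on the plus strand from 53041528 to 53261679. The 4 genes together span 521964 bp. NCBI RefSeq on GRCm38.p6 annotates *Gm2447* (52739724 to 52776654) and *Gm20750* (52906756 to 52927666) as lncRNAs, and *Cog6* (52982123 to 53017223) and *Lhfp* (53041547 to 53261679) as protein-coding genes. In the older build NCBIM37, the GENCODE vM1 annotation places *Cog6* from 52786045 to 52821145 and *Lhfp* from 52845450 to 53065601, and it lists neither *Gm2447* nor *Gm20750* by name. Positions from one build were not converted to the other.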

*Gm2447* and *Gm20750* were listed as “predicted” RefSeq transcripts and annotated as long non-coding RNAs (lncRNAs). The evidence for these transcripts was based on prediction models and a small number of expressed sequence tag (EST) sequences. Neither of these transcripts have homologs in humans, rats, or any other mammalian species. 

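RNA was sequenced from femora and from osteoblasts of CC016/GeniUnc mice, an inbred strain of the Collaborative Cross. The osteoblasts were differentiated from bone marrow stromal cells (BMSCs), the adherent cells of the marrow. By the paper's methods they were cultured in medium with ascorbic acid, beta-glycerophosphate and dexamethasone, which drive stromal cells to form osteoblasts. The deposited data hold 3 libraries labelled bone and 3 labelled osteoblasts, each numbered by replicate, and every library is named here by its label. The authors aligned the 75 bp paired-end reads to GRCm38 with HISAT2 and computed the expression of each feature with StringTie. They deposited 1 table per library with the coverage, FPKM and TPM of 93285 features, and no read counts. Of these features, 48815 carry a gene name. Features that share a name were summed, which left 48733 genes. StringTie merged some neighbouring genes into loci without a name, and those genes were not analysed here. A merged locus may also carry the name of a single gene. The feature named *Hbb-bt* runs from 103812524 to 103833723 on Chr. 7, and *Hbb-bs* has no named feature. The FPKM of such a feature may therefore include neighbouring genes.

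Depth was taken from the ratio of coverage to FPKM, which StringTie sets by the number of aligned bases. The most frequent ratio in each table implied 2.49, 2.20 and 2.51 Gb of aligned bases in the libraries labelled bone replicates 1, 2 and 3, and 2.03, 3.39 and 2.55 Gb in those labelled osteoblasts replicates 1, 2 and 3. At 2 reads of 75 bp per pair this is 13565300 to 22583800 aligned pairs per library, with a mean of 16847683. The depth that the paper's methods state counts sequenced and not aligned reads. At the implied depths, 3 read pairs on a transcript of 1 kb correspond to an FPKM between 0.133 and 0.221, and this floor covers counting error only. Features without a name took 71.5% of the summed FPKM in the library labelled bone replicate 2 and 65.0% in that labelled osteoblasts replicate 1, against 27.4 to 30.7% in the other 4. FPKM is relative to all aligned reads, those on unnamed features included. RNAs without a poly(A) tail were present in each library. *Rn7s1* ranged from 88965 to 210059 FPKM, *Rn7sk* from 13042 to 93517 FPKM, and *Rmrp* from 5112 to 16801 FPKM.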

To determine if *Gm2447* and *Gm20750* were expressed in mouse bone or bone cells, we performed total RNA-seq (poly A+ and poly A-) on three bone and three marrow-derived osteoblasts samples. *Gm2447* and *Gm20750* were not expressed, whereas the other two transcripts, *Cog6* and *Lhfp*, which are well-annotated protein-coding sequences, were highly expressed in both bone (**Fig 3C**) and osteoblasts (**Fig 3D**). 

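*Gm2447* (ENSMUSG00000102785) and *Gm20750* (ENSMUSG00000104401) were listed with a coverage of 0 and an FPKM of 0 in each of the 3 libraries labelled bone and the 3 labelled osteoblasts, so neither was detectable at this depth. *Cog6* had an FPKM of 9.84 ± 3.52 (SD, n = 3) in the libraries labelled bone and 9.31 ± 0.97 (SD, n = 3) in those labelled osteoblasts. *Lhfp* had an FPKM of 28.3 ± 21.6 (SD, n = 3) in the libraries labelled bone and 14.6 ± 12.5 (SD, n = 3) in those labelled osteoblasts. Its values were 49.5, 29.2 and 6.21 in bone replicates 1, 2 and 3, and 29.1, 7.23 and 7.46 in osteoblasts replicates 1, 2 and 3. The range of *Lhfp* within each label was wider than the difference between the means of the labels. That difference was smaller than the SD under the label bone but not than that under the label osteoblasts.

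To place these values within a library, each gene was ranked among the genes with an FPKM of at least 1. *Lhfp* was above 91.1%, 91.5% and 51.9% of those genes in bone replicates 1, 2 and 3, and above 89.0%, 53.7% and 55.1% in osteoblasts replicates 1, 2 and 3. *Cog6* was above 55.8 to 68.8% of them in the libraries labelled bone and above 61.3 to 64.2% in those labelled osteoblasts. Compared with all genes with an FPKM above 0 instead, the mean rank of *Cog6* rose to 80.4% in the libraries labelled bone and to 78.8% in those labelled osteoblasts, and the largest change in a single library was that of *Lhfp* in bone replicate 3, to 74.2%. Marker genes varied across the labels too. The hemoglobin gene *Hbb-bt* measured 34838 FPKM in the library labelled bone replicate 3, 34268 FPKM in osteoblasts replicate 2 and 48650 FPKM in osteoblasts replicate 3, and at most 7.05 FPKM in the other 3 libraries. The paper states that *Gm2447* and *Gm20750* were not expressed and that *Cog6* and *Lhfp* were highly expressed in both bone and osteoblasts (Fig 3C and 3D).

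**Figure D1:**
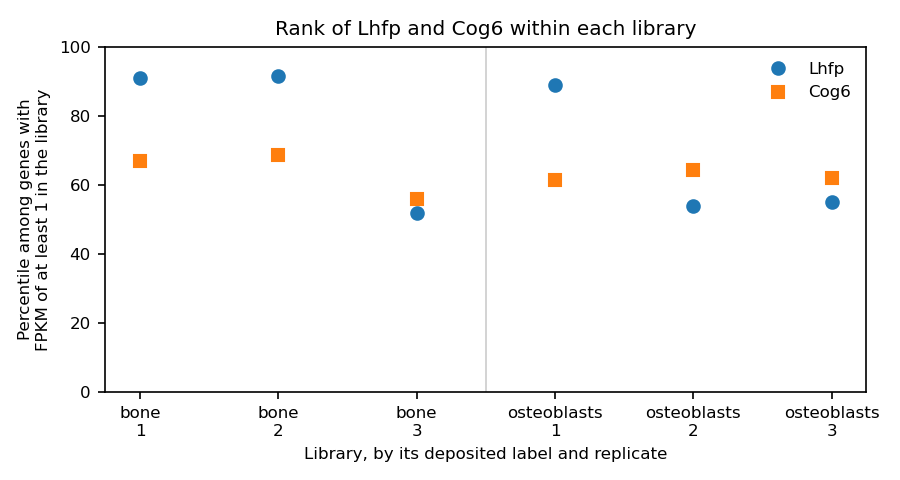
Rank of *Lhfp* (circles) and *Cog6* (squares) in each of the 6 libraries, as the percentage of genes with an FPKM of at least 1 in that library that have a lower FPKM. *Lhfp* is between 89.0 and 91.5% in bone replicates 1 and 2 and osteoblasts replicate 1, and between 51.9 and 55.1% in the other 3 libraries.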

We also analyzed the expression profiles of *Cog6* and *Lhfp* in 96 mouse tissues and cell lines using data available from BioGPS (http://biogps.org/) [33]. *Cog6* was highly expressed in all tissues profiled (**Fig 3E**). *Lhfp* showed a more restrictive expression profile (**Fig 3E**). Importantly, *Lhfp* expression in primary calvarial osteoblasts was among the highest of any of the 96 samples surveyed (**Fig 3E**). *Cog6* is part of the conserved oligomeric Golgi complex required for maintaining normal structure and activity of the Golgi apparatus [34]. *Lhfp* is a member of the lipoma HMGIC fusion partner (*LHFP*) gene family with no known function [35]. All other transcripts on either side of the region were >200 Kbp away.

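Within 1 Mbp of the span from *Gm2447* to *Lhfp*, in GRCm38 coordinates, the deposited tables list 61 named features, of which 10 besides *Cog6* and *Lhfp* had a mean FPKM of at least 1 under either label. To the left, *Foxo1* ends 386495 bp from the start of *Gm2447* and had an FPKM of 1.49 ± 0.59 (SD, n = 3) in the libraries labelled bone and 1.90 ± 0.22 (SD, n = 3) in those labelled osteoblasts. To the right, *Nhlrc3* begins 186904 bp from the end of *Lhfp*, with 7.01 ± 3.91 FPKM in the libraries labelled bone and 5.74 ± 4.19 FPKM in those labelled osteoblasts. *Proser1* begins 201987 bp from the end of *Lhfp*, with 1.66 ± 1.12 and 2.31 ± 0.49 FPKM under the same labels. *Ufm1* begins 591697 bp away, with 6.31 ± 3.74 and 4.55 ± 1.10 FPKM. *Maml3* ends 634640 bp to the left and had 2.58 ± 1.41 and 2.36 ± 1.21 FPKM. The other 5 are predicted genes. *Gm22798*, a small nuclear RNA gene 16961 bp to the left of *Gm2447*, had 1.52 ± 0.54 FPKM in the libraries labelled bone and 0.91 ± 0.61 FPKM in those labelled osteoblasts. *Gm43471*, a pseudogene 140052 bp to the right of *Lhfp*, had 2.16 ± 0.89 and 2.41 ± 1.02 FPKM. *Gm6204*, 430743 bp to the right, had 31.4 ± 17.0 and 38.7 ± 14.0 FPKM. *Gm30074* and *Gm38034* had a mean FPKM of at most 1.24 under either label. For each of these 10 genes the means under the labels bone and osteoblasts were closer together than the larger of their SDs. No test was run. All distances here run from the ends of the span from *Gm2447* to *Lhfp*. The paper's interval holds only the 5’ end of *Lhfp*, so its distances need not run from the same point. In NCBIM37 *Lhfp* starts at 52845450 and *Nhlrc3* at 53252510.

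**Figure D2:**
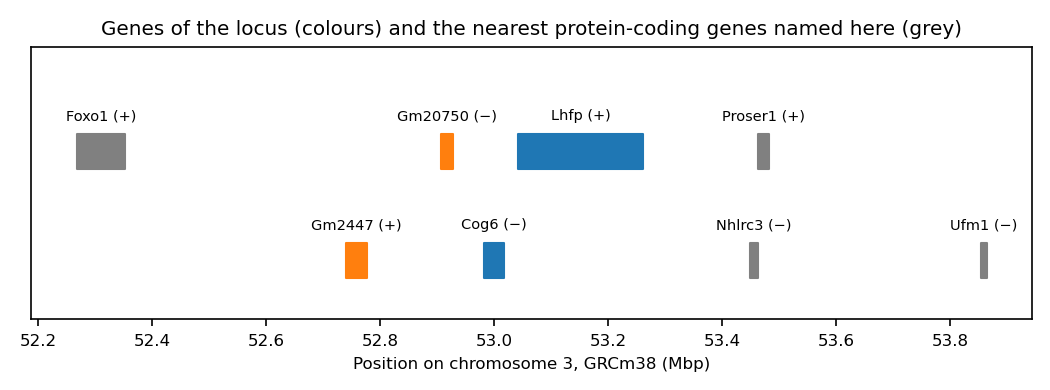
Map of Chr. 3 in GRCm38 with the positions, in Mbp, and the strand of the 4 genes of the locus (*Gm2447* and *Gm20750* in orange, *Cog6* and *Lhfp* in blue) and of 4 protein-coding genes around them in grey. The gap between *Lhfp* and *Nhlrc3* is 186904 bp and that between *Foxo1* and *Gm2447* is 386495 bp.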

**Fig 3:**
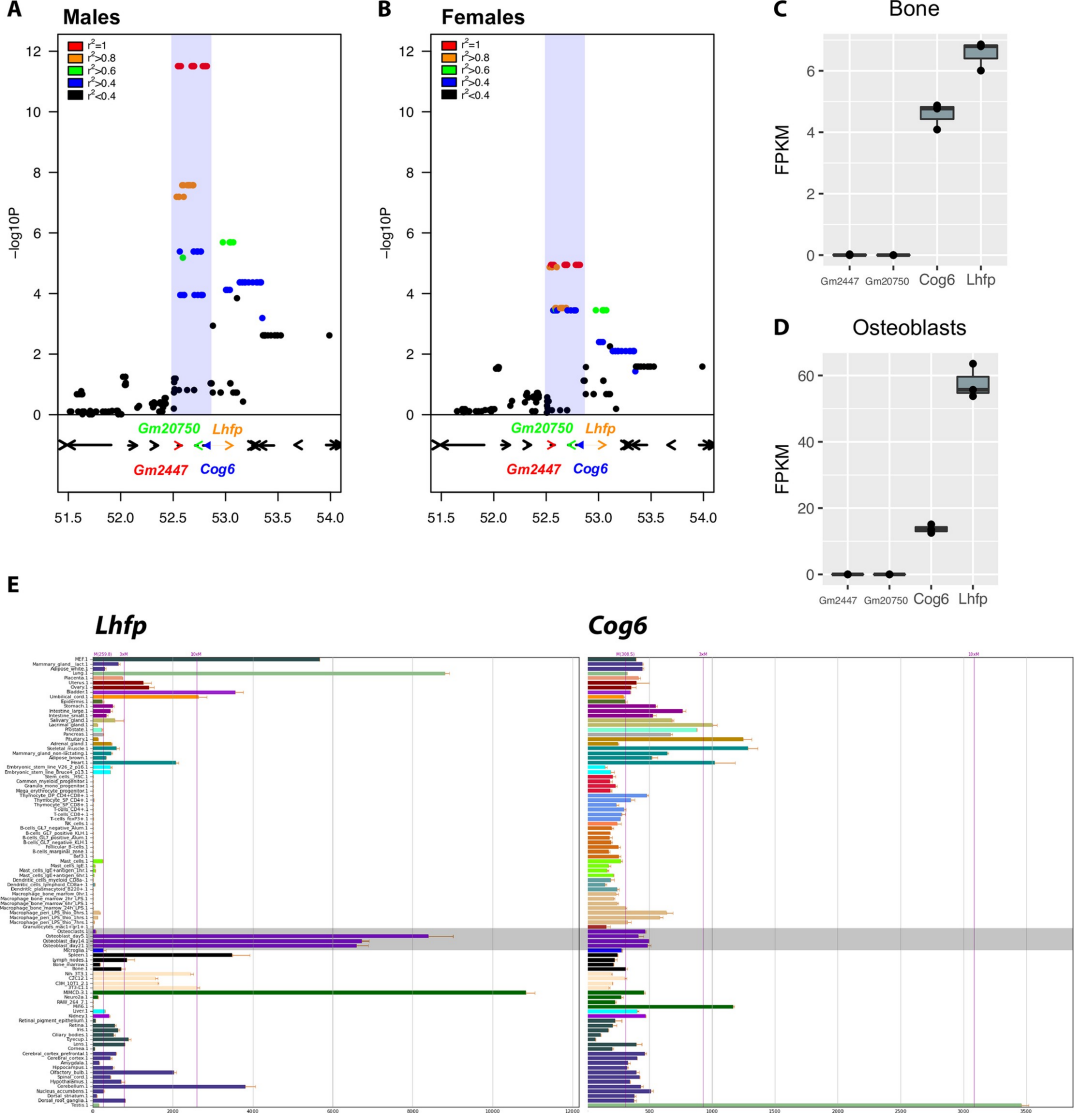
Interrogation of the Chr. 3@52.5 Mbp association. The association implicates four genes (*Gm2447*, *Gm20750*, *Cog6* and *Lhfp*) based on their location with the locus in males (A) and females (B). RNA-seq expression profiles of the four genes in mouse bone (C) and osteoblasts (D) derived from bone marrow stromal cells (N = 3 each sample type). E) Microarray expression profiles for *Cog6* and *Lhfp* in 96 diverse mouse tissues and cell-types (data from BioGPS, http://biogps.org/) [33].

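The libraries labelled osteoblasts were compared with those labelled bone on the scale of log2(FPKM + 1), although the paper reports no test between them. The mean of *Lhfp* was lower by 0.80 on this scale in the libraries labelled osteoblasts, a difference smaller than its SD within labels of 1.28. The difference between labels gave p = 0.6 in an exact permutation test, two-sided. For *Cog6* the difference was -0.03 (exact permutation test, two-sided, p = 0.9). A comparison of 3 libraries with 3 cannot give an exact p below 0.1. With the replicate number as a block, the differences were the same by design, with p = 0.5 for *Lhfp* and p = 1 for *Cog6* from an exact sign-flip permutation whose smallest p is 0.25. The deviations of each library from the mean of its label were correlated across 12112 genes, which are not independent replicates. Libraries with the same number had a mean correlation of 0.31, ranging from -0.75 to 0.84, against -0.26, ranging from -0.91 to 0.83, for libraries with different numbers. Deviations within a label sum to 0, so these means offset each other and cannot show whether the numbers pair the libraries.

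The ratio of *Lhfp* to *Cog6* within a library does not depend on its scaling. It was 3.59, 3.37 and 0.878 in bone replicates 1, 2 and 3, and 3.49, 0.704 and 0.798 in osteoblasts replicates 1, 2 and 3. On the log2 scale this was 1.14 ± 1.15 (SD, n = 3) under the label bone and 0.32 ± 1.28 (SD, n = 3) under the label osteoblasts (exact permutation test, two-sided, p = 0.3). It was lower under the label osteoblasts in 3 of the 3 same-numbered pairs, and the exact sign-flip permutation gave p = 0.25, the smallest it allows. Across the 12112 genes with a mean FPKM of at least 1, limma called 0 genes higher and 0 lower at a Benjamini-Hochberg adjusted p under 0.05, and 17 genes had an unadjusted p under 0.05. With the replicate number as a block, limma called 46 genes higher and 3 lower in the libraries labelled osteoblasts. Without the block, it called 5959 genes for bone replicates 1 and 2 and osteoblasts replicate 1 against the rest. That split follows marker genes and not the labels. Counts by label therefore cannot show whether bone and osteoblasts differ. In the fit by label without the block, the log2 fold change of *Lhfp* was -0.80 (standard error 0.81, limma adjusted p = 0.999). That of *Cog6* was -0.03 (standard error 0.43, limma adjusted p = 0.999).

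Other genes also differed among libraries of one label. *S100a9*, a gene of neutrophils, measured 4775 FPKM in bone replicate 3, 7072 FPKM in osteoblasts replicate 2 and 8033 FPKM in osteoblasts replicate 3, and at most 0.922 FPKM in the other 3 libraries. *Sost*, a gene of osteocytes, measured 18.8, 22.7 and 15.8 FPKM in the same 3 libraries and at most 0.198 FPKM in the others. *Dmp1*, also expressed in osteocytes, measured 104, 50.0 and 127 FPKM in bone replicates 1 and 2 and osteoblasts replicate 1, and at most 24.2 FPKM in the other 3.

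**Figure D3:**
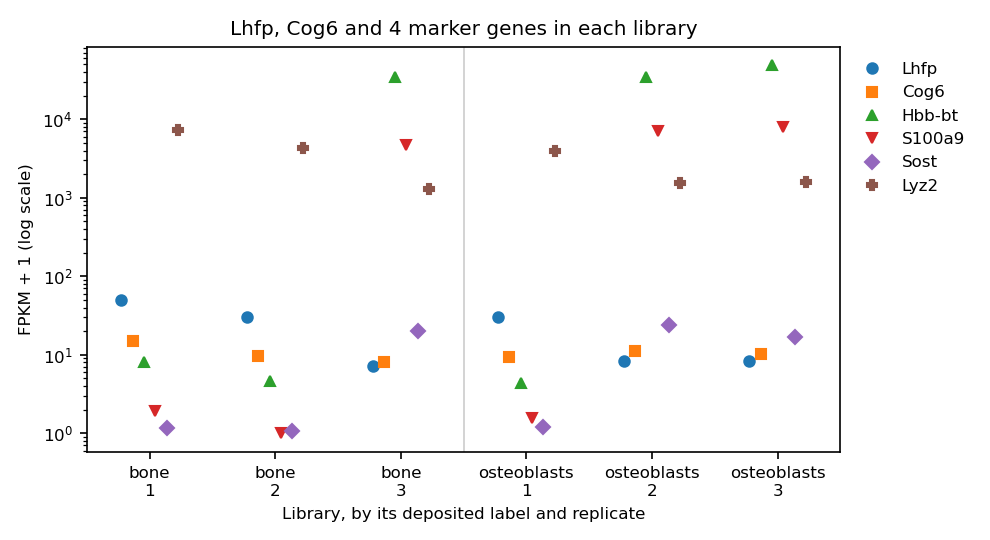
FPKM + 1 on a log scale of *Lhfp*, *Cog6*, *Hbb-bt*, *S100a9*, *Sost* and *Lyz2* in each of the 6 libraries, placed by deposited label and replicate, with 1 point per gene and library. *S100a9* lies between 4775 and 8033 FPKM in bone replicate 3 and osteoblasts replicates 2 and 3, and at or below 0.922 FPKM in the others.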

### Coding polymorphisms in *Cog6* and *Lhfp*

We cannot exclude *Gm2447* and *Gm20750* (or for that matter other genes flanking the association); however, based on the data above we focused on interrogating *Cog6* or *Lhfp* as potential causal genes. 

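The deposited tables list 13 named features within the span from the start of *Gm2447* to the end of *Lhfp* in GRCm38. Of these, 4 were at an FPKM of 0 in all 6 libraries, *Gm2447* and *Gm20750* among them. None of the 13 other than *Cog6* and *Lhfp* reached a mean FPKM of 1 under either label.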

First, we evaluated *Cog6* and *Lhfp* for coding polymorphisms among inbred strains. Based on whole genome-sequence data from C57BL6/J and C3H/HeJ (which carry alternative alleles at the association) there are no coding variants between the strains for *Lhfp* [36]. In contrast, there were three non-synonymous SNPs in *Cog6* between B6 and C3H. These SNPs resulted in (rs30302002) I461V, (rs30323949) V620I and (rs30323946) S643N amino acid substitutions. However, using PolyPhen2, SIFT, and PROVEAN all three substitutions were predicted to be benign/tolerated and not impact *Cog6* function [37–39].

### *Lhfp* is regulated by a local eQTL in liver

We next determined if the same SNPs associated with BMD regulated the expression of *Lhfp* or *Cog6* (or any gene ± 1Mbp of the association). We searched for local expression quantitative trait loci (eQTL) using expression data in liver, brain, adipose and muscle tissues in the BXH F2 intercross. Although expression data on bone or bone cells would have been ideal for this analysis, these data were not available. This did, however, allow us to identify local eQTL that might also be operative in bone. We observed a highly significant local eQTL for *Lhfp* (LOD = 19.9) in liver (**Fig 4A**). *Cog6* and all other genes in proximity of the region were not regulated by a local eQTL in any tissue (max *cis* eQTL LOD = 1.8 across all four tissues). The lead *Lhfp* eQTL SNP (rs3665395) was located in the first intron of *Lhfp* and B6 alleles of rs3665395 were associated with increased expression of *Lhfp* relative to C3H alleles (**Fig 4B**). In liver, we observed a negative correlation (r = -0.29, P = 1.5 x 10^−4^) between *Lhfp* and BMD, as would be expected given that B6 alleles of rs3665395 were associated with decreased BMD and increased *Lhfp* (**Fig 4C**). We also searched for local eQTL using expression data from bone in the Hybrid Mouse Diversity Panel (HMDP) panel, but did not identify local eQTL for either *Cog6* or *Lhfp*.

**Fig 4:**
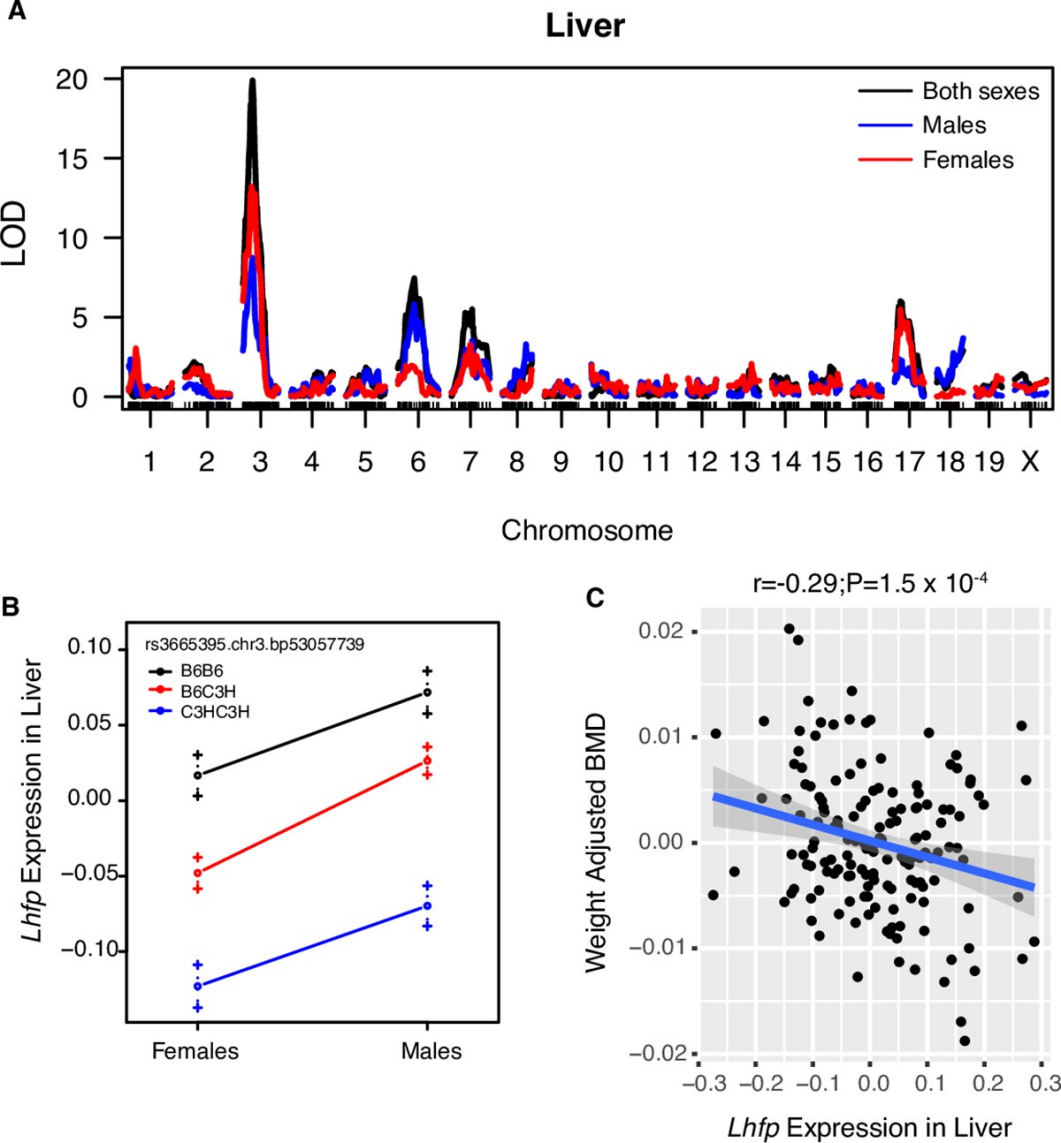
*Lhfp* expression is regulated by a local eQTL in liver overlapping the Chr.3@52.5 Mbp BMD association. A) Strong local eQTL for *Lhfp* in liver tissue from BXH F2 mice. B) In BXH livers, C57BL6/J (B6) alleles at the Chr. 3 local eQTL are associated with increased *Lhfp* expression. Data are presented as means ± s.e.m. C) *Lhfp* expression in liver is negatively correlated with weight-adjusted femoral BMD in BXH F2 mice.

### Network analysis predicts a role for *Lhfp* in the regulation of osteoblast activity

Our group and others [12,27,31,40] have shown that co-expression network analysis can identify interactions among genes and knowledge of these interactions can assist in predicting gene function and/or the cell type in which a gene is operative. Therefore, we next used a bone co-expression network to further evaluate *Lhfp* and *Cog6*. For the analysis we used a previously generated whole bone (femur with marrow removed) co-expression network from the Hybrid Mouse Diversity Panel (HMDP) that consisted of 13,759 genes partitioned into 21 co-expression modules [41,42]. In this network, *Lhfp* was a member of module 9 and *Cog6* was a member of module 2. Module 2 was enriched in a large number of gene ontology terms including “mitochondrion”, “oxidative phosphorylation” and “actin cytoskeleton”; all of which are important to bone. However, module 2 did not have a signature of a particular bone cell-type, nor was it enriched for genes known to influence BMD. In contrast, we have previously demonstrated that module 9 is enriched for genes 1) directly involved in osteoblast differentiation, 2) implicated by BMD GWAS, and 3) when knocked-out in mice impact BMD [31,42].

To investigate specific network connections for *Lhfp* and *Cog6*, we identified the 150 genesmost strongly connected to each gene in their respective module (**S4 and S5 Files**). The genes with the strongest connections to *Cog6* were enriched for genes involved in “muscle structure development” (FDR = 2.9 x 10^−10^), “muscle cell development” (FDR = 4.4 x 10^−10^), among many other similar muscle-related categories (**S6 File**). In contrast the genes with the strongest connections to *Lhfp* were, similar to module 9, enriched for genes involved in “ossification” (FDR = 1.5 x 10^−7^), “osteoblast differentiation” (FDR = 8.0 x 10^−4^), “skeletal system development” (FDR = 6.4 x 10^−3^), “bone development” (FDR = 3.3 x 10^−2^), among many other related bone-related functional categories (**S7 File and Fig 5A**). The *Lhfp*-centric network contained a number of genes with key roles in osteoblast differentiation and activity, including *Sp7*, *Pthr1*, *Akp2*, *Tmem119*, and *Bmp3* (**Fig 5B**). Together, these data suggest that *Lhfp* is involved in the activity of osteoblasts, a process of direct relevance to the regulation of bone mass.

**Fig 5:**
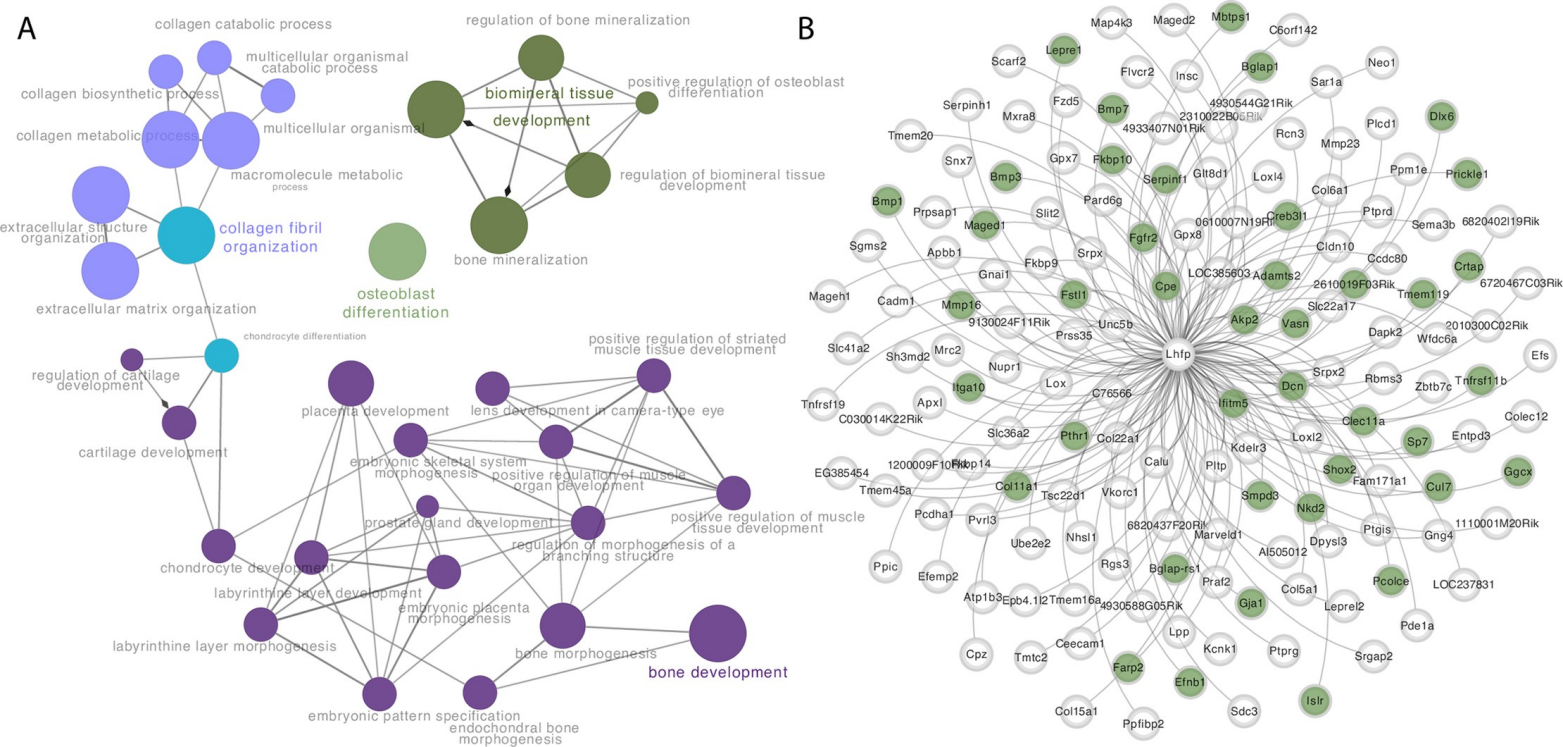
*Lhfp* in bone is highly connected to genes involved in osteoblast differentiation. A) Network depiction of gene ontology “biological process” categories containing more of the genes with strong connections to *Lhfp* in a bone co-expression network than would be expected by chance. B) Genes with the strongest connections to *Lhfp* in a bone co-expression network. The genes highlighted in green have been shown to be directly involved in osteoblast differentiation.

### *Lhfp* regulates the number and osteogenic differentiation of bone marrow stromal cells

Bone marrow stromal cells (BMSCs) are adherent marrow cells that contain the mesenchymal progenitors of osteoblasts [43]. To test the role of *Lhfp* in osteoblast function, we quantified the number of BMSCs and their ability to form osteoblasts from mice lacking *Lhfp*. Using CRISPR/Cas9, we created five small deletions (ranging from 4–16 bps) in exon 2 (ATG start codon is in exon 2) of *Lhfp* (**Table 1**). All five were frameshift mutations resulting in a truncated LHFP protein (**S1 Fig**). As expected, we observed significantly decreased *Lhfp* transcript levels in heterozygotes (*Lhfp*^*+/-*^) and mutants (*Lhfp*^*-/-*^) from all five lines (**Fig 6A**). Since all five mutations impacted *Lhfp* expression in the same manner, we grouped littermate mice by genotype from all lines for all downstream experiments.

**Fig 6:**
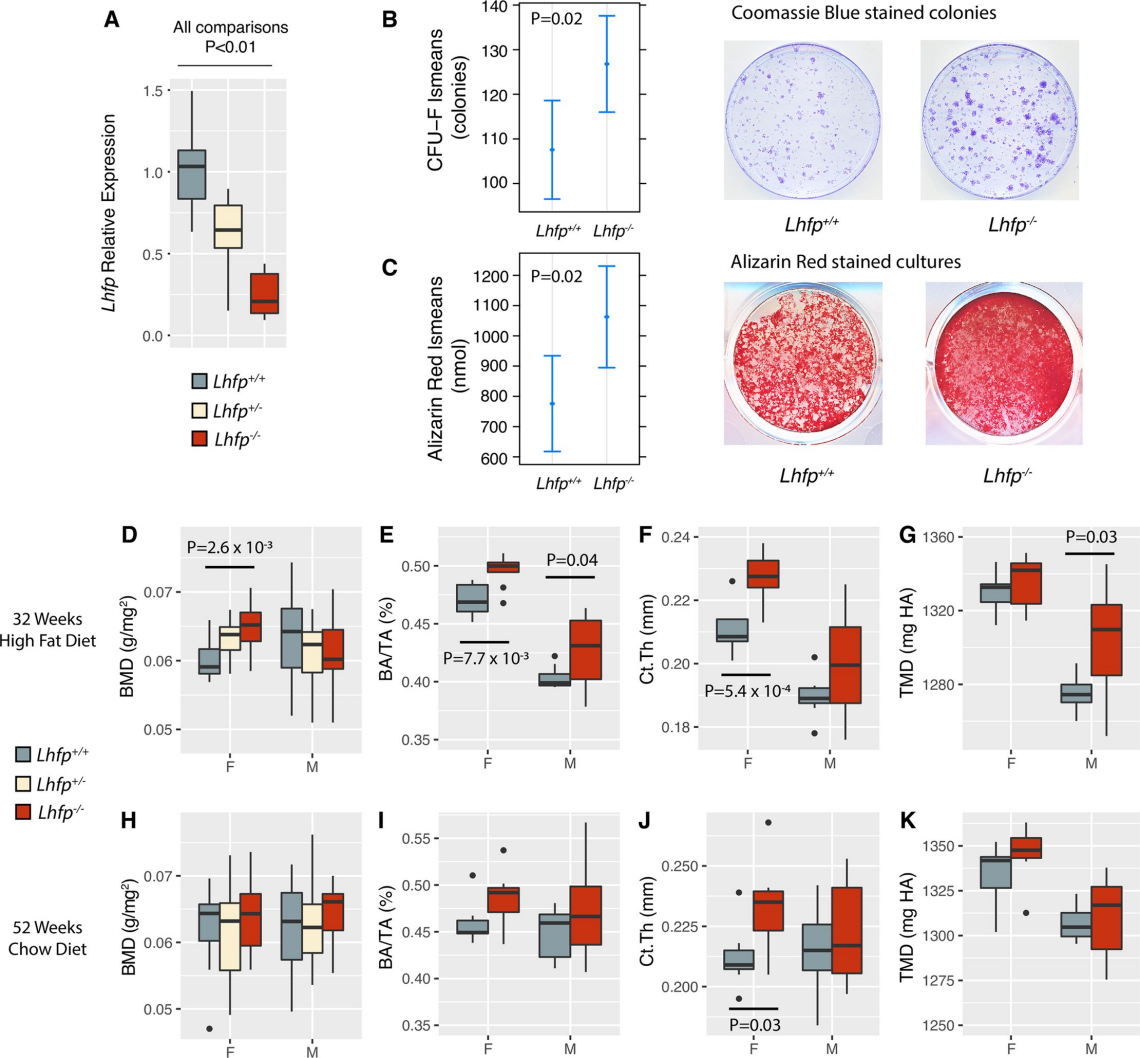
*Lhfp* is a negative regulator of osteoblast differentiation and cortical bone mass. A) *Lhfp* transcript levels are decreased due to the five nonsense mutations created using CRISPR/Cas9 (*Lhfp*^*+/+*^, N = 10; *Lhfp*^*+/-*^, N = 11; *Lhfp*^*-/-*^, N = 7; represents at least one mouse from each of the five mutant lines, see **Table 1**). Data are presented as means ± 1.5 times interquartile range (IQR). The number of CFU-F colonies (B) and osteoblast mineralization (C) are increased in *Lhfp*^*-/-*^ mice (*Lhfp*^*+/+*^, N = 41; *Lhfp*^*-/-*^, N = 43). Data are presented as means ± s.e.m. Images are from the sample closest to the mean for each genotype. D-G) Femoral BMD, cortical bone area fraction (BA/TA), cortical thickness (Ct.Th), and tissue mineral density (TMD) in *Lhfp* mutant mice in 32 week old mice fed a high-fat diet. Data are presented as means ± 1.5 times IQR. H-K) Femoral BMD, cortical bone area fraction (BA/TA), cortical thickness (Ct.Th), and tissue mineral density (TMD) in *Lhfp* mutant mice in 52 week old mice fed a chow diet. Data are presented as means ± 1.5 times IQR.

**Table 1:** Description of CRISPR/Cas9-induced *Lhfp* mutations.

Mutant mouse line	Founder mouse	Deletion Size	Base pairs deleted	Chr 3 Map position deleted (GRCm38.p4 C57BL/6J)
1	C	4 bp	TGGG	53043620–530436623
2	B	4 & 3 bp or 8 bp + T	CCTG & TGG CCTGATGG + A inserted	53043615–530436618; 53043620–530436622 53043615–530436622
3	A	8 bp	TGG GTT GC	53043620–530436627
4	B & C	11 bp	CTG ATG GGT TG	53043616–530436626
5	A	16 bp	TCA CTG CCC TGA TGG G	53043608–530436623

Next, we performed colony-forming unit-fibroblast (CFU-F) assays, a direct measure of BMSCs, in 16 week-old *Lhfp*^*-/-*^ and littermate *Lhfp*^*+/+*^ mice. We observed similar trends in both sexes; therefore, all data were combined and adjusted for the effects of sex to increase power. In *Lhfp*^*-/-*^ mice, we observed a significant (P = 0.02) increase in CFU-F number (**Fig 6B**). We next evaluated the ability of BMSCs from *Lhfp*^*+/+*^ and *Lhfp*^*-/-*^ mice to differentiate into mineralizing osteoblasts. Consistent with network predictions, *Lhfp*^*-/-*^ BMSCs exhibited increased mineralization as measured by bound alizarin red (P = 0.02; **Fig 6C**).

### *Lhfp* regulates cortical bone mass

We next determined if bone mass was altered in *Lhfp* mutant lines. To replicate the conditions of the Ackert inbred strain panel and the BXH F2, we generated two cohorts of mice. The first was fed a chow diet for 12 months, while the second was fed a high-fat diet from 8 to 32 weeks of age. Based on the negative correlation between BMD and *Lhfp* expression, the direction of the genetic effects on expression in liver, and increased osteoblast activity observed above, we predicted increased BMD in *Lhfp*^*-/-*^ mice. In both cohorts, BMD was measured in mice of all three genotypes and cortical and trabecular microarchitecture was measured by microCT only in *Lhfp*^*+/+*^ and *Lhfp*^*-/-*^ mice. At 32 weeks of age in mice on a high-fat diet we observed significantly (P = 2.6 x 10^−3^) increased femoral BMD as a function of mutant *Lhfp* alleles in females, but not males (**Fig 6D**).

BMD is an inherently noisy phenotype; therefore, to generate a more detailed understanding of the effects of *Lhfp* in bone we used microCT to investigate the amount of bone in both the femoral trabecular and cortical compartments. We did not observe effects on trabecular bone mass at the distal femur in either male or female mice. However, *Lhfp*^*-/-*^ mice of both sexes had significantly (P<0.05) increased femoral cortical bone area fraction (BA/TA) and cortical thickness (Ct.Th) as compared to *Lhfp*^*+/+*^ littermates (**Fig 6E and 6F**). We also observed a significant (P = 0.03) increase in tissue mineral density (TMD) in male *Lhfp*^*-/-*^ mice (**Fig 6G**). In general, we observed the same trends of increased cortical bone mass in *Lhfp*^*-/-*^ mice at 52 weeks of age; however, only Ct.Th in females was significant (P = 0.03) (**Fig 6H–6K)**. These data indicate that *Lhfp* is a negative regulator of cortical bone mass in both male and female mice. They are also consistent with *Lhfp* underlying, at least in part, the BMD association on Chr. 3@52.5 Mbp.

### Variants in human *LHFP* are associated with BMD

We next determined if the human region syntenic with the mouse BMD locus harbored SNPs associated with variation in BMD. For this analysis we utilized data from the largest GWAS performed to date (N~426K) for heel BMD [9]. Heel BMD has been demonstrated to be highly genetically correlated with BMD at more clinically relevant sites such as the spine and femoral neck [8,9]. The human region syntenic with the mouse Chr. 3@52.5 Mbp spanned from 39.9 to 40.6 Mbp on Chr. 13. This region harbored 4055 SNPs. A set of 14 SNPs were significantly associated (P = 1.2 x 10^−5^) after adjusting for the total number of SNPs in the region (P<1.23 x 10^−5^) (**Fig 7**). These SNPs were located in intron 3 of *LHFP*. We queried eQTL for the Gene Tissue Expression (GTEx) project [44], but there were no eQTL for any genes ± 1 Mbp of the association that colocalized with the heel BMD association. Though these data do not directly implicate LHFP, they do support its potential involvement in the regulation of human BMD.

**Fig 7:**
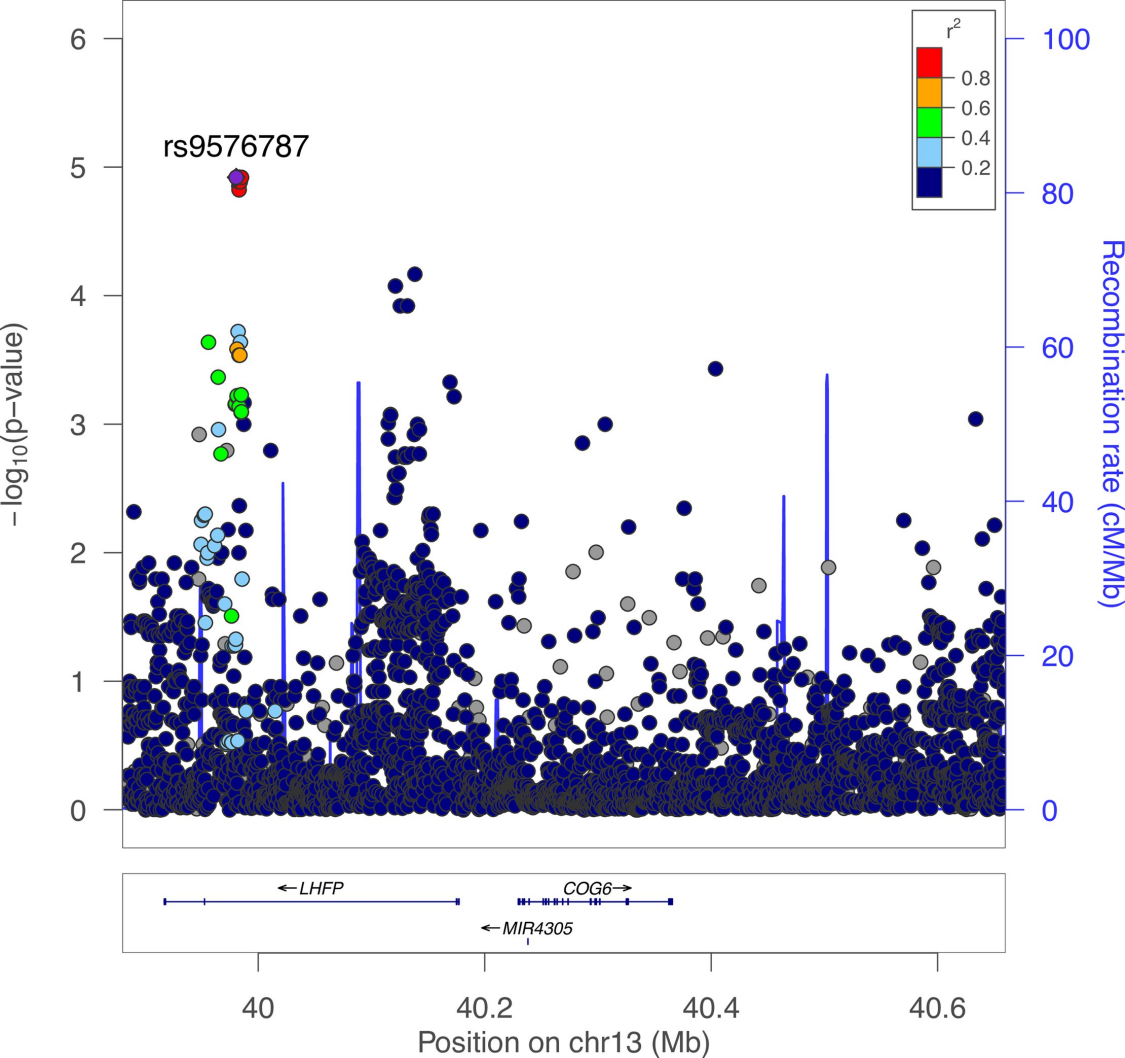
The human region syntenic to the mouse BMD locus harbors SNPs associated with heel BMD. LocusZoom plot of heel BMD-SNP associations in the human genomic region (Chromosome 13 from 39.8 to 40.7 Mbp) syntenic to mouse Chromosome 3 from 52.5 to 52.8 Mbp.

## Discussion

In this study, we used GWAS in a mouse inbred strain panel and a multifaceted systems genetics approach to identify and validate a high-resolution association for BMD on Chr. 3. The association directly implicated four genes: *Gm2447*, *Gm20750*, *Cog6* and *Lhfp*. Of these, *Lhfp* expression was regulated by a local eQTL in liver and was predicted, based on a bone gene co-expression network, to be involved in osteoblast-mediated bone formation. We demonstrated that mice deficient in *Lhfp* displayed increased BMSC number and increased BMSC osteogenic differentiation. Furthermore, *Lhfp*^*-/-*^ had increased BMD due to increased cortical bone mass. Together these data strongly suggest that *Lhfp* is responsible, at least in part, for the BMD association we identified on Chr. 3@52.5 Mbp. This work defines *Lhfp* as a negative regulator of the pool of osteoprogenitor cells, osteoblast activity, and cortical bone mass.

GWAS in mice has proven to be a powerful approach for the identification of genomic regions harboring trait-associated genetic variation [11]. The earliest applications of GWAS in mice used panels of readily accessible inbred strains [18–20]. However, such approaches were plagued by false positives due to population stratification [22]. Aware of this limitation, we first performed GWAS for BMD after correcting for population structure in inbred strains and then replicated the analysis in two separate strain panels (containing many of the same strains, but representing independent measures of BMD in different environments) and an F2 intercross. Of the multiple loci identified, the association on Chr. 3 at 52.5 Mbp was identified in all datasets, strongly suggesting it represents a bona-fide genetic association.

The Chr. 3 locus, as defined by the interval harboring the most significant SNPs, contained four genes; *Gm2447*, *Gm20750*, *Cog6* and *Lhfp*. *Gm2447* and *Gm20750* were both predicted lncRNAs. This prediction is based on limited data and the fact that we did not observe their expression in bone tissue or osteoblasts (though we only measured their expression in one inbred strain), suggest they are not likely causal for the locus; though, this alone is not enough to definitely exclude their involvement. For *Cog6* and *Lhfp* we used eQTL data and a bone co-expression network to assist in evaluating their potential causality. Both analyses supported a role for *Lhfp*. Using eQTL data from liver tissue in the BXH F2 intercross, we observed that variants associated with decreased BMD were associated with increased expression of *Lhfp*. We did not observe an association between the BMD-associated variants and *Cog6* expression. Furthermore, *Lhfp* was a member of a well-studied module of co-expressed genes in mouse bone. This module is highly enriched for genes that play a role in osteoblast function, which provides a direct explanation as to how *Lhfp* may be impacting BMD. In contrast, *Cog6* was a member of a module enriched for genes involved in a wide range of “energy-generating” functions. Importantly, all of our experimental results confirmed that *Lhfp* is a negative regulator of osteoblast activity and BMD. While these data support a role for *Lhfp* in the effects of the Chr. 3 locus, they do not exclude any of the other genes in, as well as flanking the locus.

In all four genetic populations used to identify the association on Chr. 3@52.5 Mbp, the strength of the association differed by sex. For example, in the “Ackert” population the association was stronger in males relative to females. In the “Naggert” strain set the strength of the association was similar in both sexes, albeit both were lower than seen in the other three populations. Similar to the “Ackert” strains, the association was stronger in males than females in the “Tordoff” strain set. In the BXH F2, the Chr. 3 QTL was male-specific, with little to no signal in females. The increase in cortical bone mass in *Lhfp*^*-/-*^ mice was also sexually dimorphic. Although *Lhfp* deficiency increased cortical bone mass in both sexes in general, the effects were slightly more pronounced in females than males. This discrepancy could be the result of inaccuracies in estimating genetic effect sizes in the relatively small strain sets, the extent of linkage in the F2 confounding the sex effects, or influences from the different genetic backgrounds of the populations studied (strains sets vs. F2 vs. knockout).

Little is known regarding the molecular function of *Lhfp*. *Lhfp* is a member of the *Lhfp-like* gene family, which is a subset of the superfamily of tetraspan transmembrane protein encoding genes. It was first identified as a translocation partner with the HMGIC gene in benign lipomas [35]. The human *LHFP/COG6* locus was also identified by GWAS as harboring variants associated with hippocampal volume [45]. However, prior to this study *Lhfp* had not been connected to the regulation of osteoblast function or BMD. Based on our experimental results, we hypothesize that *Lhfp* regulates bone mass through a role in cells of the osteoblast lineage. This does fit with prior work implicating *Lhfp* in the mesenchymal differentiation of gliosarcoma [46]. It is possible that *Lhfp* serves as a “brake” regulating the number of osteogenic precursor cells in the bone marrow microenvironment as well as their differentiation potential. However, further work will be required to elucidate its precise molecular role in osteoblasts and bone.

In summary, we have used GWAS in a set of inbred strains to identify an association impacting femoral BMD on Chr. 3 at 52.5 Mbp. We show using a variety of approaches that *Lhfp* is likely responsible for most, if not all, of the effects of this locus. Our results identify *Lhfp* as a novel negative regulator of osteoblast function and BMD and increase our understanding of the genetics of BMD.

## Materials and methods

### Ethics statement

The animal protocol for the generation and characterization of *Lhfp* mutant mice was approved by the Institutional Care and Use Committee (IACUC) at the University of Virginia.

### Association analysis

The “Ackert” strain set contained BMD data on 32 inbred strains at three time points (6, 12 and 18 months). These data were collected by The Jackson Laboratory Nathan Shock Center of Excellence in the Basic Biology of Aging. Cohorts of males and female mice of 32 inbred strains of mice were aged to 6, 12 and 18 months of age. The number of mice per sex and per strain for each age point ranged from 1 mouse to 9 mice per group, with the majority of groups containing 6–7 mice. For the 12 month data set, the focus of this paper, the group size ranged from 3 to 9 mice per strain, per sex. At 6, 12 and 18 months of age, a varity of phenotypes were measured using a cross sectional study design with the hopes of capturing the main definers of Healthspan. This study, and the phenotypes available, is described in detail elsewhere [47]. Whole body BMD, sans the head, was measured by Dual X-ray Absorptiometry as previously described [48]. The complete dataset is available from the Mouse Phenome Database (MPD) (https://phenome.jax.org/projects/Ackert1). After removing wild-derived strains, and C57BLKS/J (due to inclusion of this strain producing spurious results) we were left with data on 26 strains. To identify loci influencing BMD, we used the Efficient Mixed Model Association (EMMA) algorithm [23]. For the analysis BMD was rankZ transformed. SNPs were obtained from strains genotyped on the Mouse Diversity Array (http://churchill-lab.jax.org/website/MDA) [49]. SNPs with a minor allele frequency < 0.05 were removed, leaving 228,085 SNPs. These SNPs were used to generate a kinship using the ‘emma.kinship’ R script available in the EMMA R package (available at http://mouse.cs.ucla.edu/emma/) [23]. The emma.REML.t function of EMMA was used to perform all mapping analyses. The significance of the maximum association peak was assessed by performing 1,000 permutations of the data. In each permutation, the minimum p-value was recorded to produce an empirical distribution of minimum permutation p-values. The quantiles of this distribution were used to assign adjusted p-values. P-values exceeding a genome-wide significant of P<0.05 were used as thresholds to identify associated loci. GWAS resulted were visualized using the “qqman” R package [50]. Replication of the association on Chr. 3@52.5 Mbp was performed using “Tordoff” and “Naggert” inbred strains sets. These data are available from MPD (https://phenome.jax.org/projects/Naggert1 and https://phenome.jax.org/projects/Tordoff3). Replication analyses were restricted to Chr. 3 and otherwise performed as described above.

### Generating expression profiles for transcripts in the BMD locus

Femora were isolated from an inbred Collaborative Cross strain (CC016/GeniUnc; Jackson Lab Stock #024684) (N = 3 mice). Marrow was isolated and bone marrow stromal cells (BMSCs) were differentiated as described below. Total RNA was then isolated from bone and BMSC-derived osteoblasts using RNeasy Plus Mini Kit (Qiagen). RNA-Seq libraries were constructed using TruSeq RNA Library Prep Kit v2 sample prep kits (Illumina). Samples were sequenced to an average depth of 24.6 million 2 x 75 bp paired-end reads on an Illumina NextSeq500 sequencer. Fastq files were aligned to the mouse reference (GRCm38) using HISAT2 v 2.0.5 (https://ccb.jhu.edu/software/hisat2/index.shtml) with a SNP aware reference index (genome_snp) [51]. Expression levels in Fragments Per Kilobase of transcript per Million mapped reads (FPKM) were generated using Stringtie [51]. The data are available from GEO (GSE121887). Microarray profiles for *Cog6* and *Lhfp* in 96 tissues/cell-types were downloaded from BioGPS (http://biogps.org).

### EQTL analyses

The generation of microarray expression data and eQTL analyses on bone from the 96 strains of the Hybrid Mouse Diversity Panel (HMDP) has been previously described [41,42]. These data are available from NCBI Gene Expression Omnibus (GEO) (GSE27483). A t-test was used to test for differences in *Cog6* and *Lhfp* expression in strains stratified by genotype at rs3691451 (of the 17 peak BMD SNPs). Liver, brain, muscle and adipose eQTL in the BXH F2 were identified using R/qtl [52]. The expression data is available from GEO (GSE11338, GSE11065, GSE12798, and GSE12795). The genotypes and expression data are also available from GeneNetwork (“BH/HB F2 UCLA”, http://www.genenetwork.org/webqtl/main.py).

### Network analysis

The generation of a bone co-expression network and characterization of the module 9 (M9) is described in [42]. We identified genes with the strongest connections to *Cog6* and *Lhfp* based on Topological Overlap Measures (TOMs), calculated as described in [30]. Network depictions were constructed using Cytoscape [53]. Gene Ontology (GO) analysis was performed using the PANTHER database statistical overrepresentation test (http://www.pantherdb.org/) [54]. The analysis was restricted to the “GO biological process complete” annotation data set.

### Generation of *Lhfp* mutant mice

The *Lhfp* knockout mice used in this study were generated using the CRISPR/Cas9 genome editing technique. Cas9 mRNA that was injected into C57BL6/N embryos was synthesized exactly as outlined in [55] while the guide RNA (sgRNA) was generated with some modifications. Briefly, the 20 nucleotide (nt) sequence that would be used to generate the sgRNA was chosen using the CRISPR design tool developed by the Zhang lab (crispr.mit.edu). 

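The sgRNA target CCGACACGCAGCAACCCATC was matched to Chr. 3 of NCBIM37, the build of the reference used here and of the locus in the paper. It has 1 perfect match on that chromosome, on the minus strand from 52847540 to 52847559, followed on the same strand by AGG. Other chromosomes were not searched. In the GENCODE vM1 annotation the site lies in exon 2 of the 4 exons of the *Lhfp* transcript, which runs from 52847041 to 52847613, and the first base of the start codon is at 52847229. The target therefore begins 311 bp 3’ of the start codon and covers bases 312 to 331 of the coding sequence. On the plus strand the target reads GATGGGTTGCTGCGTGTCGG, and with 40 bp on each side the reference sequence is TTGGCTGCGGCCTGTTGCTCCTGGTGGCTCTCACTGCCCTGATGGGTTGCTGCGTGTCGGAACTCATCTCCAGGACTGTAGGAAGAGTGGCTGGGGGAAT.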

The chosen sequence and its genome map position is homologous to a region in Exon 2 that is approximately 300 bp, 3’ of the start codon (the ‘ATG’ is located in Exon 2 of *Lhfp*) (**S1 Table**). To generate the sgRNA that would be used for injections, oligonucleotides of the chosen sequence, as well as the reverse complement (**S1 Table**, primer 1 and 2, respectively), were synthesized such that an additional 4 nts (CTTC and AAAC) were added at the 5’ ends of the oligonucleotides for cloning purposes. These oligonucleotides were annealed to each other by combining equal molar amounts, heating to 90°C for 5 min. and allowing the mixture to passively cool to room temperature. The annealed oligonucleotides were combined with BbsI digested pX330 plasmid vector (provided by the Zhang lab through Addgene; https://www.addgene.org/) and T4 DNA ligase (NEB) and subsequently used to transform Stbl3 competent bacteria (Thermo Fisher) following the manufacturer's’ protocols. Plasmid DNAs from selected clones were sequenced from primer 4 (**S1 Table**) and DNA that demonstrated accurate sequence and position of the guide were used for all downstream applications. The DNA template used in the synthesis of the sgRNA was the product of a PCR using the verified plasmid DNA and primers 3 and 5 (**S1 Table**). The sgRNA was synthesized via in vitro transcription (IVT) by way of the MAXIscript T7 kit (Thermo Fisher) following the manufacturer's protocol. sgRNAs were purified and concentrated using the RNeasy Plus Micro kit (Qiagen) following the manufacturer's protocol.

C57BL/6N female mice (Envigo) were super-ovulated and mated with C57BL/6N males. The females were sacrificed and the fertilized eggs were isolated from the oviducts. The fertilized eggs were co-injected with the purified Cas9 mRNA (100 ng/μl) and sgRNA (30 ng/μl) under a Leica inverted microscope equipped with Leitz micromanipulators (Leica Microsystems). Injected eggs were incubated overnight in KSOM-AA medium (Millipore Sigma). Two-cell stage embryos were implanted on the following day into the oviducts of pseudo pregnant ICR female mice (Taconic or Envigo). Pups were screened by PCR of tail DNA using primers 6 and 7 with subsequent sequencing of the resultant product from primer 8 (**S1 Table**).

Two sets of injections (of ~100 eggs each) were performed resulting in 2 mice possessing mutations from each set of injections (A,B and C,D, respectively; **Table 1**). All 4 mice possessed out of frame bi-allelic deletions ranging from 1–16 bp; progeny from only 3 of the founders (mice A, B, C, **Table 1**)) were used in this study. Note that an identical 11bp deletion was found in two mice from two separate injections. qPCR with primers 9 and 10 (**S1 Table**) was used to assess *Lhfp* expression as outlined in [31].

### CFU-F and osteogenic differentiation assays

Isolation [56] and differentiation of mesenchymal stromal cells (MSC) from the bone marrow of mouse femurs was performed as described for osteoblasts [57] with minor modifications. Briefly, one or both femurs from a given mouse were aseptically isolated, denuded of soft tissue and the marrow extracted by removing the proximal end of each bone and centrifuging at 2000 xg for 30 s such that the marrow collects into 25 μl of fetal bovine serum (FBS). Exudates from a single femur were dispersed, via trituration, in 5ml complete media (MEM-alpha, 10% FBS, 100U penicillin/100ug Streptomycin per ml, 2 mM glutamine). Cells were manually counted where upon 4 million were used to seed a 10 cm dish for CFU-F determination and the remainder were applied to a 60mm dish. Media on the 10 cm dishes was changed on days 2, 4 and 8; on day 14, cells were fixed (NBF), stained (Coomassie, BioRad #161–0436) and the number of CFU-Fs determined via Image J analysis and the manual counting of colonies. Media on the 60 mm dishes was changed on day 2 with cells removed via trypsin/EDTA (Gibco) digestion on day 4. Detached cells were triturated in 5ml complete media, pelleted at 1000 xg for 5 min., re-suspended in 1 ml complete media and counted where upon 150,000 cells were used to seed a well of a 12 well dish. A minimum of 2 wells per sample were obtained for all samples reported here in. Osteoblast differentiation was initiated 3 days after plating (7 days after bone marrow isolation) by replacing the media with complete media supplemented with 50 μg/ml ascorbic acid, 10 mM beta-glycerophosphate and 10 nM dexamethasone. Media was changed every other day for 8 days at which time cells were either used as a source for RNA (mirVana, Thermo Fisher) or used to determine the amount of hydroxyapatite formed during differentiation [31]. Briefly, cells were washed with PBS, fixed with neutral buffer formalin (NBF) for 15 min. and subsequently stained with 40 mM Alizarin Red (AR), pH 5.6 for 20 min and washed extensively with H_2_0. The amount of AR bound to mineral was quantitated by Image J analysis of scanned images as well as the 5% Perchloric Acid eluate absorbance at 405 nm.

### Measurement of BMD and microarchitecture (microCT)

Femoral BMD was measured ex vivo using a Lunar PIXImus II Mouse Densitometer (GE Medical Systems Model 51045; Madison, WI, USA). Morphologies of the trabecular bone of the distal femur and cortical bone of the femoral midshaft were measured using micro-focus X-ray computed tomography (vivaCT 40, Scanco Medical AG, Bassersdorf, Switzerland) following guidelines for assessment of bone microstructure [58]. Tomographic volumes were acquired at 55 kV and 145 μA, collecting 2000 projections per rotation at 300 millisecond integration time. Three-dimensional 16-bit grayscale images were reconstructed using Scanco Evaluation software, Version 6.5–3. Threshold values were adjusted to best match the silhouette of features of interest in the threshold-subtracted image compared to the grey-scale image. The resulting threshold for hydroxyapatite-equivalent density was 370 mg/cm^3^ for compact or cortical bone and 270 mg/cm^3^ for the trabecular bone region; these values were applied to subsequent samples. Volumetric analysis was confined to the trabecular region for the distal femur by manual exclusion of the cortical bone. A 1.03 mm high region of interest was analyzed beginning at 1 mm proximal to the growth plate. For the cortical bone, a 0.3 mm high region was analyzed at the mid-diaphysis. Measures analyzing the distal femur trabecular site included total volume, bone volume, trabecular bone volume fraction (BV/TV), thickness, number, connectivity density and structure model index (SMI). Cross-sectional measurements of the cortical bone included bone volume, total volume, marrow area and polar moment of inertia.

### Statistical analysis of *Lhfp* mutant data

All statistical analyses were conducted using the R language and environment for statistical computing [59]. The *Lhfp* qPCR data was analyzed using a t-test. Data are presented as means ± 1.5 times the interquartile range. CFU-F and osteogenic differentiation data was analyzed using the “lsmeans” R package [60]. The data were fit to a linear model including the effects of genotype and sex. P-values were adjusted using the “tukey” method. Data are presented as lsmeans ± s.e.m. BMD and microarchitectural bone data were analyzed using ANOVA with a linear model including the effects of genotype, body weight, and any other phenotype-specific covariates. Data are presented as means ± 1.5 times the interquartile range.

### Human BMD GWAS data

Data from the largest heel BMD GWAS performed to date were downloaded from http://www.gefos.org/?q=content/data-release-2018 [9]. LocusZoom was used to create a regional association plot [61]. The GTEx database V7 was queried for colocalizing eQTL(https://gtexportal.org/home/) [44].

## Supporting information

S1 Table List of primer sequences. (DOCX) Click here for additional data file.

S1 Fig Impact of each CRISPR/Cas9 induced mutation on *Lhfp* protein sequence. (DOCX) Click here for additional data file.

S1 File Summary statistics for BMD GWAS in males. Contains three columns, 1) Chromosomal location of SNP (CHR), 2) bp position (BP), and 3) P-value.
(XLSX) Click here for additional data file.

S2 File Summary statistics for BMD GWAS in females. Contains three columns, 1) Chromosomal location of SNP (CHR), 2) bp position (BP), and 3) P-value.
(XLSX) Click here for additional data file.

S3 File Strain distribution patterns of rs3691451 (one of the lead BMD SNPs) in the Ackert, Tordoff, and Naggert cohorts. (XLSX) Click here for additional data file.

S4 File Top 150 genes with the strongest network to *Cog6*. (XLSX) Click here for additional data file.

S5 File Top 150 genes with the strongest network to *Lhfp*. (XLSX) Click here for additional data file.

S6 File GO enrichments for genes strongly connected to *Cog6*. (TXT) Click here for additional data file.

S7 File GO enrichments for genes strongly connected to *Lhfp*. (TXT) Click here for additional data file.

# Supplementary material for: Mouse genome-wide association and systems genetics identifies Lhfp as a regulator of bone mass
**Source:** PLoS Genet. 2019 May 1;15(5):e1008123. doi: 10.1371/journal.pgen.1008123
**Supplement:** S1 Table

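The oligonucleotides of S1 Table serve to clone the sgRNA, to genotype the mice and to measure *Lhfp* transcripts by qPCR. Matched to Chr. 3 of NCBIM37, the genotyping primers CTACATACGCCTTGAAGAGCG (52847116 to 52847136) and GGACTTTGCTGGATCTCTTACC (52847750 to 52847771) enclose 656 bp around the target, from exon 2 of *Lhfp* into the intron after it. The forward qPCR primer TCGGAACTCATCTCCAGGAC lies in exon 2 (52847556 to 52847575) and shares 4 bases with the 3’ end of the target on the plus strand. The reverse qPCR primer AGCCATCCATGTACACAGCA lies in exon 4 (53064473 to 53064492), so that the product in the spliced transcript is 237 bp.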

**Supplemental Table 1.** List of primer sequences.

| Oligonucleotide # | Sequence | Comments | Chr 3 Map position (GRCm38.p4 C57BL/6J) |
| --- | --- | --- | --- |
| 1 | CTTC GCC GAC ACG CAG CAA CCC ATC | Oligo for sgDNA cloning | CTTCG + 53043637 - 53043618 bp |
| 2 | AAAC GAT GGG TTG CTG CGT GTC GGC | Oligo for sgDNA cloning | AAAC+53043618 - 53043637 bp +C |
| 3 | GCA TAT GAT ACA CTT GAT GTA CTG GCC | PCR primer for IVT template | NA |
| 4 | GAC TAT CAT ATG CTT ACC GT | Px330 sequencing primer | NA |
| 5 | GAAAT TAA TAC GAC TCA CTA TAG GCC GAC ACG CAG CAA CCC ATC | PCR primer for IVT template | T7 promoter+53043637 - 53043618 bp |
| 6 | CTA CAT ACG CCT TGA AGA GCG | PCR primer for genotyping | 53043194 - 53043214 bp |
| 7 | GGA CTT TGC TGG ATC TCT TAC C | PCR primer for genotyping | 53043849 - 53043828 bp |
| 8 | CCA TTA CAA CCA AGC ATC AGA AGA | Sequencing primer for genotyping | 53043785 - 53043764 bp |
| 9 | TCG GAA CTC ATC TCC AGG AC | qPCR primer for transcripts | 53043634 - 53043653 bp |
| 10 | AGC CAT CCA TGT ACA CAG CA | qPCR primer for transcripts | 53260570 - 53260551 bp |

# Supplementary material for: Mouse genome-wide association and systems genetics identifies Lhfp as a regulator of bone mass
**Source:** PLoS Genet. 2019 May 1;15(5):e1008123. doi: 10.1371/journal.pgen.1008123
**Supplement:** S1 Fig

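The proteins in S1 Fig follow from deleting the bases of Table 1 from the *Lhfp* coding sequence and translating to the first stop codon. This was repeated on the NCBIM37 sequence, with the deletions placed by their distance from the sgRNA target, and in each of the 5 lines the deleted bases were found at that place. The wild-type protein has 200 residues. The 4 bp deletion gave a protein of 115 residues, of which the first 104 are wild type. The combined deletion of 4 and 3 bp gave 114 residues, of which 103 are wild type. The 8 bp deletion gave 142 residues with 105 wild type, the 11 bp deletion 141 residues with 104 wild type, and the 16 bp deletion 111 residues with 101 wild type. Each predicted protein had the same sequence as the paper's in S1 Fig.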

**Supplemental Figure 1.** Impact of each CRISPR/Cas9 induced mutation on *Lhfp* protein sequence.

Wild Type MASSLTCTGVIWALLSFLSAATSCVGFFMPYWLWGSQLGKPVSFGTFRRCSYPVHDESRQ 60

4bp deletion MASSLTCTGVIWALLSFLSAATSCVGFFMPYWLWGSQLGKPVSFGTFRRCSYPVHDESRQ 60

4&3bp deletion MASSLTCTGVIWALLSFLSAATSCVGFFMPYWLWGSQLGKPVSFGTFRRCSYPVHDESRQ 60

8bp deletion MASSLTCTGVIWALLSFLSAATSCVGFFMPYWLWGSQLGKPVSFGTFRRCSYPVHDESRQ 60

11bp deletion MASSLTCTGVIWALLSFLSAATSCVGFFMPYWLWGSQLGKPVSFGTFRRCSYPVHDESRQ 60

16bp deletion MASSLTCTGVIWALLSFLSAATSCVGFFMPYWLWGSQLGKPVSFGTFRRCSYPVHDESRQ 60

Wild Type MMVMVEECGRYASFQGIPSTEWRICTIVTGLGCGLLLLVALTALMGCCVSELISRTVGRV 120

4bp deletion MMVMVEECGRYASFQGIPSTEWRICTIVTGLGCGLLLLVALTALiaacrnsspglSTOP

4&3bp deletion MMVMVEECGRYASFQGIPSTEWRICTIVTGLGCGLLLLVALTAvaacrnsspglSTOP

8bp deletion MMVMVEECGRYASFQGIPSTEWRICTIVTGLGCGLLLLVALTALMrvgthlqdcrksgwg

11bp deletion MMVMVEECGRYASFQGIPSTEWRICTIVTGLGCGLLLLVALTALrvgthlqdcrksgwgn

16bp deletion MMVMVEECGRYASFQGIPSTEWRICTIVTGLGCGLLLLVALaacrnsspglSTOP

Wild Type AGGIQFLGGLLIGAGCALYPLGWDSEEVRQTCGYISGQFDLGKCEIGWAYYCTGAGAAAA 180

4&3bp deletion

8bp deletion npvpggladwcwlcplplglgqSTOP

11bp deletion pvpggladwcwlcplplglgqSTOP

16bp deletion

Wild Type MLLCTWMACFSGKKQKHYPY 200

Lowercase letters represent the continuation of the translatable open reading frame after the location of the CRISPR/Cas9-induced mutations. These residues are not part of the wild-type *Lhfp* protein.

How the deposited data were processed for this re-analysis (not part of the article)

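The measurements were RNA-seq of 3 libraries labelled bone and 3 labelled osteoblasts from mice of the strain CC016/GeniUnc. By the paper's methods, the authors isolated total RNA, made libraries with a TruSeq RNA kit, aligned 75 bp paired-end reads to GRCm38 with HISAT2 and estimated expression with StringTie. The authors deposited, for each feature of each library, its coverage, its FPKM and its TPM. The deposited FPKM are scaled by the authors' software to all aligned reads of the library. The deposited TPM are the same values rescaled within the library, and the deposited coverage is the mean number of reads over each base. The files hold no read counts. The RefSeq table used for names is of GRCm38.p6, the build of the files, and the genome sequence used for the sgRNA site is NCBIM37. No coordinates were converted between the builds.

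Groups and replicate numbers were taken from the deposited labels and the paper, and no library was moved to another group. The same replicate numbers occur under both labels. The pairing tested with the replicate block comes from those numbers alone, while the paper's methods give 3 mice. Features were kept as genes when they carried a name, and rows with one name were summed. The depth of each library was read from the most frequent ratio of coverage to FPKM among features with a coverage above 1. It sets the smallest FPKM that 3 read pairs on a transcript of 1 kb can give, between 0.133 and 0.221, and intervals for single FPKM values cannot be given without counts. In the libraries labelled bone replicate 2 and osteoblasts replicate 1 most of the FPKM was on unnamed features.

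FPKM are not counts, so the tests were run on log2(FPKM + 1). *Lhfp*, *Cog6* and their ratio were compared between the labels with exact permutation tests. All genes with a mean FPKM of at least 1 over the 6 libraries were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend), with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. Genes connected to *Cog6* and *Lhfp* in the paper's bone network (S4 and S5 Files) were matched by name or by a RefSeq synonym with a single match, and the median log2 fold change of each list was set against 10000 random lists of the same size matched on mean expression in 20 bins. limma was tested on simulated data for the 12112 genes, with a spread of 0.3 on the log2 scale and 200 genes changed by 2, and it recovered 200 of the 200 with 9 other calls. The spread within a label in the real data was wider, with a median SD of 0.59 over the same genes. The test of lists was checked on 100 simulated list genes among 12112, which came to the percentile 47.9 without a shift and to 100 with one. Other steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots used matplotlib 3.10.9.

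The alternatives were another pseudocount (0.1 or 0.01), another filter on low values, TPM in place of FPKM, scaling to the 75th percentile, quantile normalization, limma without a trend, the replicate number as a block, shorter gene lists, the limma function camera, and leaving out each library in turn. They were set before the data were examined. Scaling to the sum of named genes was added after seeing that unnamed features took most of the FPKM in 2 libraries. The genes named in the text are the 4 genes of the locus, genes within 1 Mbp of them with a mean FPKM of at least 1 under either label, the network genes the paper names, members of lists of marker genes written before the data were examined, and the 5 largest increases and decreases past the threshold of limma, of which there were none. Of the network genes named in the paper, *Pthr1* has no named feature and was not analysed here. The association, eQTL, network and knockout experiments of the paper were not analysed here.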

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

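The genes and the feature reported here were picked after their values had been seen. The tests of library scaling, of depth and of unnamed features were chosen only after the results they bear on had been seen. The tests of marker lists, of the highest features and of mixing were chosen before, but the counts and percentages used to report them were chosen after.

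The genes *Hbb-bt*, *S100a9* and *Acta1*, which the paper does not report, had high values in 2 of the 3 libraries labelled osteoblasts. *Hbb-bt* measured 34268 FPKM in osteoblasts replicate 2 and 48650 FPKM in osteoblasts replicate 3, against 3.43 FPKM in osteoblasts replicate 1. *S100a9* measured 7072 and 8033 FPKM in replicates 2 and 3, against 0.573 FPKM in replicate 1. *Acta1*, a gene of skeletal muscle, measured 109 and 246 FPKM in replicates 2 and 3, against 0.0324 FPKM in replicate 1. The values in replicates 2 and 3 lie far above the FPKM that 3 read pairs on a transcript of 1 kb give. In the libraries labelled bone the same genes were high in replicate 3 (34838 FPKM of *Hbb-bt*, 4775 FPKM of *S100a9* and 558 FPKM of *Acta1*) and low in replicates 1 and 2 (at most 7.05, 0.922 and 1.04 FPKM). The libraries with these signals were those with low *Lhfp*, and the range of *Lhfp* within each label was wider than the difference between the label means. The following explanations bear on both patterns.

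A mislabelled sample is a candidate explanation. If some labels were exchanged, lists of marker genes should part the libraries as *Lhfp* does and not by label. Of 22 markers of osteocytes, erythroid cells and neutrophils with an FPKM of at least 1 in some library, 18 had their 3 lowest values in bone replicates 1 and 2 and osteoblasts replicate 1, and 0 were parted by label. These 18 were 10 of 10 neutrophil, 6 of 6 erythroid and 2 of 6 osteocyte genes. *Hbb-bt* and *S100a9*, whose pattern raised the question, are among them, so the count largely restates that pattern. The 4 exceptions were the osteocyte genes *Dmp1*, *Phex*, *Pdpn* and *Irx5*, of which *Dmp1* had its 3 highest values in those libraries. No condition was assigned from the values of a library, so the deposited labels were kept. Library scaling would leave the ratio of *Lhfp* to *Cog6* unchanged, but the lowest log2 ratio among the 3 libraries with the most *Lhfp* was 1.94 above the highest ratio among the other 3. For depth, the test was whether the implied depths of the libraries with high and low *Lhfp* overlap, and they did not. The highest depth among the 3 libraries with the most *Lhfp* was 2.49 Gb and the lowest among the other 3 was 2.51 Gb, although depth did not rank the libraries as *Lhfp* does. A further comparison, chosen after these depths had been seen, was that bone replicate 3 had 1.01 times the implied depth of bone replicate 1 while *Lhfp* was 7.97 times as high in replicate 1. By the overlap of depths alone the pattern cannot be told apart from a difference in depth, while the further comparison goes against it. The share of FPKM on the 10 highest features was 56.7% in bone replicate 1, which lies among the 55.3 to 58.3% of the libraries with low *Lhfp*. It was 51.7% in bone replicate 2 and 49.0% in osteoblasts replicate 1, below that range, so the shares overlap through bone replicate 1, which had the most *Lhfp*. A mixed sample would give intermediate levels of blood markers and of markers of dividing cells. The erythroid and neutrophil markers in bone replicates 1 and 2 and osteoblasts replicate 1 summed to at most 0.0268% of the lowest sum in the other 3 libraries. The markers of dividing cells summed to 152 to 177 FPKM in those other 3 libraries and to 16.8 to 37.5 FPKM in the first 3. No library lay between in either sum, which for these markers goes against a mixed sample. The test had, however, set the 2 kinds of marker against each other, and they were high in the same libraries. Skeletal muscle genes were not in these sums. *Acta1* measured 558 FPKM in bone replicate 3 and 109 and 246 FPKM in osteoblasts replicates 2 and 3, and each of 9 muscle genes had this order. The sums therefore cannot tell whether these libraries hold differing amounts of muscle. Label exchange remains a hypothesis, and a biological difference between bone and osteoblasts cannot be read from these groups while it stands.

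An unnamed feature on Chr. 17, from 39844630 to 39875258 in GRCm38, measured 156149 FPKM in the library labelled bone replicate 2 and 144377 FPKM in that labelled osteoblasts replicate 1, against 233 to 367 FPKM in the other 4. RefSeq lists *Rn18s-rs5*, a pseudogene named for 18S ribosomal RNA, inside it. The 2 libraries carry different labels, so no biological explanation was tested. The effect on other genes was tested within one label. Of 11464 genes detected in every library, 97.9% were lower in bone replicate 2 than in bone replicate 1, with a median log2 ratio of -1.02. The FPKM summed over named genes fell by 0.74 on the log2 scale. The median log2 ratio was -0.03 after scaling to the 75th percentile and -0.28 after scaling to the sum of named genes. That sum is itself made of the lower values, so unnamed features taking most of the signal cannot be told apart from other differences between these 2 libraries.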

How the results depend on the processing

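Each result was recomputed under the alternatives, and 168 of 188 recomputed values kept their direction and their side of the threshold or stayed within the replicate spread. For the gene lists, direction was taken against the random lists. *Gm2447* and *Gm20750* were at 0 under every alternative run, which rescaling or averaging values of 0 cannot change. Their values are among the 168 and show no stability. The exact permutation tests kept the direction of the difference in *Lhfp* and in the ratio of *Lhfp* to *Cog6* under every alternative run, but a comparison of 3 libraries with 3 cannot pass a threshold of 0.05, so this shows no stability of significance.

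The median log2 fold change of the *Cog6*-connected genes was 0.10. It changed sign to -0.08 under quantile normalization and to -0.05 under scaling to the sum of named genes. It stayed below the median of the random lists in both and was counted as kept. Outside the fits that left out a library, 7 values changed by the criteria above. The mean TPM of *Cog6* in the libraries labelled osteoblasts was 8.05 against an FPKM of 9.31. The mean percentile of *Cog6* was 80.4 in the libraries labelled bone and 78.8 in those labelled osteoblasts among genes with an FPKM above 0, and 76.9 and 75.5 among genes with an FPKM of at least 0.1, against 63.8 and 62.5 among genes with an FPKM of at least 1. With the replicate number as a block, limma called 46 genes higher and 3 lower in the libraries labelled osteoblasts, against 0 and 0 without it, where 11 genes were higher and 6 lower at an unadjusted p under 0.05. The cause was not tested. The block did not change the log2 fold changes of *Lhfp* and *Cog6*. Whether the numbers pair the libraries could not be tested with these data.

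Leaving out each library in turn gave from 0 to 262 genes higher and from 0 to 38 lower in the libraries labelled osteoblasts across the 6 fits. The counts above 0 came from the fits without bone replicate 3 and without osteoblasts replicate 1. Each of these libraries had a correlation across genes of at least 0.965 with 2 libraries of the other label and of at most 0.680 with those of its own. The log2 difference of *Cog6* ranged from -0.22 to 0.22, both in the permutation test and in limma, and was reversed to 0.22 without bone replicate 1 and to 0.04 without osteoblasts replicate 1. That of *Lhfp* ranged from -1.61 to -0.21, and that of the ratio from -1.55 to -0.40. The median log2 fold change of the *Lhfp*-connected genes ranged from -0.69 without osteoblasts replicate 1 to -0.04 without bone replicate 1. It was below all of the 10000 random lists in each fit. The median log2 fold change of the *Cog6*-connected genes ranged from -0.32 to 0.56. Against random lists it was reversed without bone replicate 3 (0.56) and without osteoblasts replicate 1 (0.35), and it was below all of the 10000 random lists without bone replicate 1 (0.04), bone replicate 2 (-0.32) or osteoblasts replicate 3 (-0.19). For the changes in *Cog6* and in its list the cause was not tested.

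Scaling to the sum of named genes, chosen after seeing the data, gave *Lhfp* a mean of 37.3 FPKM under the label bone and 19.9 under the label osteoblasts, and limma again called 0 genes, with 26 at an unadjusted p under 0.05. The median log2 fold change of all genes was 0.12 with FPKM as deposited and 0.04 after scaling to the 75th percentile. The depth, between 13565300 and 22583800 aligned pairs per library, limits what can be said of genes listed at 0.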

Differences from the paper's values

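The paper's Fig 3C and 3D show single libraries, and the means of their points were read by eye. For *Lhfp* in bone the paper's mean is about 6.6 FPKM (Fig 3C, read by eye), and the value here was 28.3 FPKM. Of the alternatives set before the data were examined, leaving out bone replicate 1 (17.7) or bone replicate 2 (27.8) brought the difference within the replicate SD of 21.6, while TPM, scaling to the 75th percentile and leaving out bone replicate 3 did not. Both values were still more than 1.5 times the paper's. For *Lhfp* in osteoblasts the paper's mean is about 58 FPKM (Fig 3D, read by eye), and the value here was 14.6 FPKM. None of the alternatives set before the data were examined closed this gap, and label exchange was not among them. *Lhfp* measured 6.21 FPKM in bone replicate 3 and 7.23 and 7.46 FPKM in osteoblasts replicates 2 and 3, near the paper's bone mean. It measured 49.5 and 29.2 FPKM in bone replicates 1 and 2 and 29.1 FPKM in osteoblasts replicate 1, below the paper's osteoblast mean. Scaled to the sum of named genes, *Lhfp* was 54.1, 53.4 and 48.5 FPKM in bone replicates 1 and 2 and osteoblasts replicate 1. *Cog6* was 15.1, 15.8 and 13.9 FPKM there. In bone replicate 3 and osteoblasts replicates 2 and 3, *Lhfp* was 4.61, 5.46 and 5.89 FPKM and *Cog6* 5.25, 7.76 and 7.37 FPKM. That scaling was chosen after seeing the data. An exchange of labels would narrow both gaps in *Lhfp*, and with that scaling those in *Cog6* below, but it remains a hypothesis. For *Cog6* in bone the paper's mean is about 4.6 FPKM (Fig 3C, read by eye), and the value here was 9.84 FPKM, and leaving out bone replicate 1 (7.87) brought the difference within the replicate SD of 3.52, while TPM, scaling to the 75th percentile and leaving out bone replicates 2 or 3 did not. That value too was more than 1.5 times the paper's. For *Cog6* in osteoblasts the paper's mean is about 14 FPKM (Fig 3D, read by eye), and the value here was 9.31 FPKM. The gap stayed larger than the replicate SD of 0.97 under every alternative run. Leaving out osteoblasts replicate 1 (9.80) brought the values within 1.5 times of each other, as did scaling to the sum of named genes (9.67), which was chosen after seeing the values, while TPM, scaling to the 75th percentile and leaving out osteoblasts replicates 2 or 3 did not.

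Fig 3C and 3D place *Lhfp* above *Cog6* in every bone and osteoblast library. Here the ratio of *Lhfp* to *Cog6* was 0.878 in the library labelled bone replicate 3, and 0.704 and 0.798 in those labelled osteoblasts replicates 2 and 3. The axes of Fig 3 place *Lhfp* higher in osteoblasts than in bone. Here its mean was lower by 0.80 on the log2 scale in the libraries labelled osteoblasts. That direction rests on the deposited labels, and an exchange of labels could reverse it.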

Other observations

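The tests of poly(A) selection and of the number of genes under other splits were set down before their results were seen. The tests of the gene lists and of the replicate block under other splits were chosen after the results under the labels had been seen.

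Across the 12112 genes with a mean FPKM of at least 1, the correlation of log2(FPKM + 1) between libraries was at least 0.965 for bone replicate 1 with bone replicate 2 and osteoblasts replicate 1, for bone replicate 2 with osteoblasts replicate 1, and among bone replicate 3 and osteoblasts replicates 2 and 3. It was at most 0.680 for every other pair. These are correlations across genes, which are not independent replicates. When the 6 libraries were split into 3 and 3 in each of the 10 possible ways, limma called 5959 genes for the split of bone replicates 1 and 2 and osteoblasts replicate 1 from the rest, and 0 genes for each of the other 9, the labelled split among them. Of the 4 splits that part the 3 same-numbered pairs, 4 gave as many genes as the labelled split, since each gave 0, so this count says nothing of chance. With the replicate number as a block, these 4 splits gave 49 genes for the labelled split, 193 for the split of bone replicates 1 and 3 and osteoblasts replicate 2 from the rest, and 0 for each of the others, so 2 of the 4 gave as many. No share under 0.05 is possible with 4 splits. The split with 5959 genes is not among them, because it keeps the libraries of replicate 1 together and those of replicate 3 together. It follows marker genes and not a known batch, and no groups were formed from it.

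Of 9 macrophage genes with an FPKM of at least 1 in some library, 8 had their 3 highest values in bone replicates 1 and 2 and osteoblasts replicate 1, and *Itgam* did not. *Lyz2* measured 7332, 4330 and 1280 FPKM in bone replicates 1, 2 and 3, and 3955, 1546 and 1596 FPKM in osteoblasts replicates 1, 2 and 3. *Ibsp*, an osteoblast gene, measured 1278, 986 and 43.1 FPKM, and 1004, 78.2 and 91.3 FPKM, in the same order. *Bglap2*, another osteoblast gene, went the opposite way, with 264, 383 and 1959 FPKM, and 513, 1889 and 1641 FPKM. Of 11 osteoblast genes, 4 had their 3 highest values where *Ibsp* did. The paper does not report these genes. *Xist*, expressed from the inactive X chromosome, was at most 0.0655 FPKM, while *Ddx3y*, on the Y chromosome, was at least 1.20 FPKM, and the paper's text does not name the sex of these mice.

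Of the genes the paper names in the *Lhfp* network, *Sp7* measured 38.7, 19.8 and 21.3 FPKM in bone replicates 1, 2 and 3, and 32.1, 15.6 and 12.5 FPKM in osteoblasts replicates 1, 2 and 3. *Tmem119* measured 86.6, 39.3 and 25.8 FPKM, and 57.7, 18.2 and 18.3 FPKM. *Alpl*, the current name of *Akp2*, measured 205, 95.4 and 94.1 FPKM, and 153, 67.3 and 66.0 FPKM. *Bmp3* measured 7.12, 4.40 and 3.71 FPKM, and 7.15, 3.71 and 4.14 FPKM. Of the *Lhfp*-connected genes of the S5 File, 108 of 133 unique symbols (81.2%) were matched, and 103 had a mean FPKM of at least 1, which is 77.4% of these symbols. Of the *Cog6*-connected genes of the S4 File, 113 of 135 unique symbols (83.7%) were matched and 87 were tested, which is 64.4%. Both totals of symbols are below the number of genes the paper gives for each list, and against that number each share would be lower. Because under 80% of each list was tested at that filter, the medians do not stand for the whole lists. The median log2 fold change by label was -0.43 for the *Lhfp* list, below all of the 10000 random lists, and 0.10 for the *Cog6* list, above 26.7% of them. Without the filter, 107 and 111 genes of the lists gave medians of -0.35, below all random lists, and 0.06, above 6.79% of them. Among the 4 splits that part the same-numbered pairs, 1 shifted the *Lhfp* list as far from the median of all genes, the labelled split itself, and 4 shifted the *Cog6* list as far. Among all 10 splits these numbers were 3 and 9, and no share under 0.05 is possible with 10 splits. With the labels in question, these medians say nothing of bone against osteoblasts.

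The paper calls the libraries total RNA-seq, and its methods name a TruSeq RNA kit. If RNA without a poly(A) tail had been removed, *Rn7sk*, *Rmrp*, *Rpph1* and histone genes should be near 0. *Rpph1* has no named feature. The lowest rank that *Rn7sk* or *Rmrp* had among named genes in any library was 8, which for these RNAs goes against poly(A) selection. Of other listed RNAs without the tail, *Rny1*, *Rny3* and *Scarna2* measured at least 38.8 FPKM in every library. *Terc* measured 1.71 and 0.442 FPKM in bone replicates 1 and 2 and 0.526 FPKM in osteoblasts replicate 1, and at least 37.8 FPKM elsewhere. Histone genes, which also lack the tail, were lower in the libraries labelled bone replicates 1 and 2 and osteoblasts replicate 1, where *Hist1h1b* was as low as 18.2 FPKM, against up to 1904 FPKM elsewhere. Of 7 histone genes, the lowest rank was 8424, so this part of the test did not come out as it would without selection. With its parts going different ways, the test over all libraries cannot tell whether poly(A) RNA was selected. In bone replicate 3 and osteoblasts replicates 2 and 3, the lowest of the histone genes was *Hist2h2ab*. It measured 53.3, 65.2 and 47.9 FPKM there, which argues against selection in these libraries. Markers of dividing cells were lower in bone replicates 1 and 2 and osteoblasts replicate 1, where histone genes were low.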
